# Genome‐wide profiles of DNA damage represent highly accurate predictors of mammalian age

**DOI:** 10.1111/acel.14122

**Published:** 2024-02-23

**Authors:** Huifen Cao, Bolin Deng, Tianrong Song, Jiabian Lian, Lu Xia, Xiaojing Chu, Yufei Zhang, Fujian Yang, Chunlian Wang, Ye Cai, Yong Diao, Philipp Kapranov

**Keywords:** abasic site, aging, biomarkers, breakome, machine learning, single‐strand DNA break, SSiNGLe, SSiNGLe‐AP

## Abstract

The identification of novel age‐related biomarkers represents an area of intense research interest. Despite multiple studies associating DNA damage with aging, there is a glaring paucity of DNA damage‐based biomarkers of age, mainly due to the lack of precise methods for genome‐wide surveys of different types of DNA damage. Recently, we developed two techniques for genome‐wide mapping of the most prevalent types of DNA damage, single‐strand breaks and abasic sites, with nucleotide‐level resolution. Herein, we explored the potential of genomic patterns of DNA damage identified by these methods as a source of novel age‐related biomarkers using mice as a model system. Strikingly, we found that models based on genomic patterns of either DNA lesion could accurately predict age with higher precision than the commonly used transcriptome analysis. Interestingly, the informative patterns were limited to relatively few genes and the DNA damage levels were positively or negatively correlated with age. These findings show that previously unexplored high‐resolution genomic patterns of DNA damage contain useful information that can contribute significantly to both practical applications and basic science.

**Abbreviations**
ANOVA: analysis of variance
AP site: abasic site
AUC: area under the curve
BER: base excision repair
DDR: DNA damage response
GO: gene ontology
LASSO: least absolute shrinkage and selection operator
LGBM Classifier: light gradient boosting machine classifier
LPKM: lesions per kb per million
MAE: mean absolute error
RNA‐seq: RNA sequencing
SSB: single‐strand DNA break
SSiNGLe: single‐strand break mapping at nucleotide genome level
TPM: transcripts per million

## 1 INTRODUCTION

Aging poses a significant risk factor for chronic diseases and functional decline (Atella et al., 2019; Hou et al., 2019; Kennedy et al., 2014; Niccoli & Partridge, 2012). As the proportion of the global population aged 65 years or older continuously increases (UN, 2019a, 2019b), the impact of aging on humankind has become more pronounced, calling for a deeper understanding of the root causes of aging and development of potential approaches to counter the effects of this phenomenon. The identification of age‐related molecular changes can be beneficial for both; they could uncover the molecular processes responsible for aging and give rise to age‐related biomarkers that could be used to more precisely estimate the true biological age of an individual (Bao et al., 2023; Xia et al., 2017). Age estimation could then lead to potential recommendations for lifestyle changes or perhaps even therapeutic interventions with aging‐slowing drugs (Kennedy et al., 2014).

Multiple omics‐based studies resulted in the detection of a multitude of aging‐related changes that take place in transcriptome (Angelidis et al., 2019; Jia et al., 2018; Peters et al., 2015; Qi et al., 2021), epigenome (Horvath, 2013; Levine et al., 2018; Lu et al., 2019), proteome (Angelidis et al., 2019; Lehallier et al., 2020), metabolome F (Robinson et al., 2020; van den Akker et al., 2020), gut microbiome (Chen et al., 2022; Galkin et al., 2020) and other systems at the levels of cells, organs or whole organisms in humans and other species (reviewed in Bao et al., 2023). The wealth of identified age‐related events has led to the development of several databases, such as the Human Aging Genomic Resources (Tacutu et al., 2018), Aging Atlas (Aging Atlas, 2021), and MetaboAge DB (Bucaciuc Mracica et al., 2020), which are dedicated to cataloging this information. Naturally, the availability of measurable age‐related features, patterns, and biomarkers of aging has been used to generate multiple models—clocks‐that can predict the chronological or biological age of an individual (Bao et al., 2023). Biological age represents the health status of an individual, which might differ from chronological age, and thus represents a highly clinically relevant metric (Andrews et al., 2017; Nie et al., 2022). Impressive progress in the development of biological clocks has resulted in several clinically significant models (Li et al., 2020). However, current biological clocks are not perfect, as indicated by at least two major issues. First, the concordance between various biological clocks ranges from low to moderate (Belsky et al., 2018; Li et al., 2020), raising concerns regarding the accuracy and sensitivity of these models. Second, the hazard ratios of even the best‐aging clocks are fairly modest (Li et al., 2020). These issues are not surprising considering the complexity of the aging process, and the likely solution to these problems lies in the development of new types of age‐related biomarkers (Bao et al., 2023).

In this regard, there is a strong gap in age biomarkers based on genome‐wide profiles of DNA damage, which is striking considering the central role played by DNA damage in multiple theories of aging (Campisi, 2013; Chen et al., 2020; Hoeijmakers, 2009; Maynard et al., 2015). The main reason for this gap is the lack of genome‐wide, high‐resolution techniques for profiling different types of DNA lesions. To address this issue, our group recently developed two methods, SSiNGLe and SSiNGLe‐AP, which, for the first time, allowed for high‐resolution detection of two very common types of DNA damage, single‐strand DNA breaks (SSBs) and abasic (AP) sites, in complex mammalian genomes (Cai et al., 2022; Cao et al., 2019). Using these approaches, we identified associations between aging and genome‐wide patterns of DNA damage; however, these patterns were inconsistent across different tissues (Cai et al., 2022).

In the current study, we further explored the potential of high‐resolution genome‐wide profiles of SSBs and AP sites as age‐related biomarkers. We estimated the levels of each of the two types of DNA lesions for each gene in several tissues of mice of various ages. Using multiple machine‐learning methods, we used this information to identify age‐associated genes and develop various aging clocks based on these genes. We found that models based on DNA damage‐based metrics could achieve highly accurate age predictions, with area under the curve (AUC) values as high as ~1, which were significantly higher than those obtained using transcriptome analysis based on RNA extracted from the same samples. These results suggest that genome‐wide patterns of DNA damage represent a novel source of biomarkers for predicting biological age across diverse tissues and potentially for other biological conditions. We found that, depending on the gene, the levels of SSBs or AP sites could either positively or negatively correlate with age, which is contrary to the general assumption that the levels of all types of DNA damage universally increase with age. Overall, our study highlights that the nonrandomness of genomic patterns of DNA damage depends on the biological state and underscores the importance of DNA damage as a fundamental component of the aging process.

## 2 MATERIALS AND METHODS

### 2.1 Biological material

Animal maintenance conditions, tissue harvesting, and DNA isolation have been described in our previous work (Cai et al., 2022) and are briefly listed below. All mice were housed under pathogen‐free conditions with a 12‐h light/dark cycle, an ambient temperature of 22–25°C, humidity from 40% to 60%, and ad libitum access to food and water at the Xiamen University Laboratory Animal Center. Motile spermatozoa were isolated from the mouse epididymal tail by collecting cells floating in the upper layer of RPMI 1640 medium (Thermo Fisher Scientific, C11875500BT). PBMCs were isolated from blood using Ficoll Paque Plus (GE Healthcare, 17–1440‐03). Red blood cells in the bone marrow were removed using Red Blood Cell Lysis Buffer (Beyotime, C3702‐500 mL). After harvesting, the tissues were immediately placed in liquid nitrogen. Whole organs were cut into small pieces and ground into a powder using a tissue homogenizer in the presence of liquid nitrogen. Genomic DNA from sperm cells was extracted using a Sperm DNA Purification Kit (Simgen, 4,202,050), whereas genomic DNA from all other tissues was isolated using a TIANamp Genomic DNA Kit (Tiangen, DP304‐03) with RNase A (Tiangen, RT405‐12) without proteinase K treatment.

### 2.2 LPKM‐SSB/AP and TPM calculation

The DNA damage level (SSB or AP sites) of gene *i* in each sample was calculated using the following formula:

$$\text{LPKM}-\mathrm{SSB}/\mathrm{AP}=\frac{\mathrm{Ri}*10^{10}}{\text{Total number of positions of SSBs or}\;\mathrm{AP}\;\text{sites}}$$

where Ri is the number of positions of SSB or AP sites located in the exon(s) or the entire region of gene *i*. TPM was calculated using the RSEM package (Li & Dewey, 2011).

### 2.3 ANOVA

To select the age‐ or tissue‐related genes, the analysis variance as implemented by the function of “f_classify” in the sklearn package was used to calculate the *F*‐score (*F*) for gene *i* and each of the three metrics in the sample *j* as illustrated below for LPKM‐SSB and age.

$$F=\frac{\mathrm{MSB}}{\mathrm{MSE}}.$$

MSB and MSE represent the variance between different age groups and within a group, respectively, and were calculated as follows:

$\mathrm{MSB}=\frac{\sum_{j=1}^{c}n_{j}{\left(\bar{x_{j}}-\bar{\bar{x}}\right)}^{2}}{c-1}$, in which, $\sum_{j=1}^{c}n_{j}{\left(\bar{x_{j}}-\bar{\bar{x}}\right)}^{2}$ is the horizontal sum of squares of the level of LPKM‐SSBs of the gene across the different age groups the “*c*−1” term denotes the degrees of freedom for the age groups; $\bar{x}=\frac{\sum_{j=1}^{c}\sum_{i=1}^{n_{j}}x_{\mathrm{ij}}}{n_{r}}$, represents the mean value of the SSB levels of the gene in all samples; *n*_*r*_ represents the sample size.

$\mathrm{MSE}=\frac{\mathrm{SSE}}{n_{r}-c}$, where $\mathrm{SSE}=\sum_{j=1}^{c}\sum_{i=1}^{n_{j}}\left(x_{\mathrm{ij}}-\bar{{x_{j}}^{2}}\right)$, represents the sum of squares of the error term, $n_{r}-c$ is the degree of freedom for the SSE.

The genes were sorted by *F*‐score, with the gene having the highest *F*‐score assigned a rank of 1, and the top 500 genes for each metric were then selected.

### 2.4 Machine‐learning algorithms

The 10 different methods used for age and tissue prediction in this work were chosen mainly because of their wide application in the machine‐learning field and are briefly summarized below.

1. Elastic Net: a statistical technique that combines L1 and L2 regularization in linear regression and is used for feature selection and sparse modeling.
2. Random Forest Classifier: an ensemble‐based machine‐learning model consisting of multiple decision trees that perform classification by voting or averaging predictions.
3. Decision Tree Regressor: a nonparametric supervised learning algorithm used for regression problems that predict the target variable by constructing a decision tree.
4. Decision Tree Classifier: a nonparametric supervised learning algorithm is used for classification problems that predict class labels by constructing a decision tree.
5. AdaBoost Classifier: an ensemble‐based classification algorithm that iteratively trains multiple weak classifiers and combines them into a single strong classifier.
6. Logistic Regression: A generalized linear model is used for binary or multiclass classification problems that predict class probabilities by combining a linear function with a logistic function.
7. Gaussian NB: a Naive Bayes classifier based on the assumption of feature independence and a Gaussian distribution.
8. LGBM Classifier: a light gradient boosting machine classifier based on a gradient boosting framework that uses histogram‐based algorithms for fast and efficient training.
9. XGB Classifier: an ensemble learning algorithm based on gradient boosting trees that improves the performance and robustness of the model by adding regularization techniques to the gradient boosting.
10. LASSO: a linear regression model incorporating L1 regularization for feature selection and sparse modeling.

All these methods were applied using Python version 3.10.9. The LGBM and XGB classifiers were executed using the packages lightgbm (v3.3.5) and xgboost (v1.7.4), while the rest of the eight methods were executed using scikit‐learn (v1.2.2). The AUC, F1, MAE, and Spearman correlation values were calculated using scikit‐learn (v1.2.2). The R package ClusterProfiler (Wu et al., 2021) was used for GO analysis, and the package ggplot2 was used to plot the figures.

## 3 RESULTS

### 3.1 Genome‐wide profiles of DNA damage as potential sources of age‐related biomarkers

In this study, we used genome‐wide profiles of SSBs, AP sites, and RNA from six tissues (brain, bone marrow, heart, liver, peripheral blood mononuclear cells (PBMCs) and sperm) of mice from four chronological age groups (3, 12, 19, and 22 months), which have been previously published by our group (Cai et al., 2022), to which we have added new data of the same type and tissues from 24‐month‐old mice generated in this study. 

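The data analysed here are the SSB and AP site profiles of the 24-month-old C57BL/6J mice, 24 libraries in all. They cover 6 tissues with 2 animals per tissue, so that each assay has 12 libraries. The younger age groups and the RNA profiles are not analysed here. SSBs were mapped with SSiNGLe, which records the nucleotide at which a DNA strand is broken, and AP sites (bases lost from the sugar backbone) with SSiNGLe-AP. The authors deposited, for each library, the genomic position and strand of every lesion with a raw count at that position, made with their own code and without normalization. As in the paper, each position was counted once here. Between 0.140% and 1.23% of the SSB positions of a library carried a count above 1. The depth of the SSB libraries ranged from 225011 to 1041983 positions with a median of 410489. The depth of the AP libraries ranged from 460719 to 963258 positions with a median of 739741. Within a tissue, the replicates differed most for SSBs of heart, with 446381 and 1041983 positions. The 2 SSB libraries of PBMCs held 225011 and 305827 positions, those of sperm 374964 and 278646, and those of bone marrow 458672 and 236000. Positions were assigned to the whole span of each of 49943 genes (exons and introns) on chromosomes 1 to 19, X and Y of GRCm38, regardless of strand. The paper's text does not name the build. In the data, the density of SSB positions at gene ends of GRCm38 was 1.88 times that 100 kb away, and fell to 1.45 times when the gene ends were moved by 1000 bp. At most 0.396% of the positions of the smaller library of a tissue recurred in the other library of that tissue and assay, so no pair was treated as a single library.

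**Figure D1:**
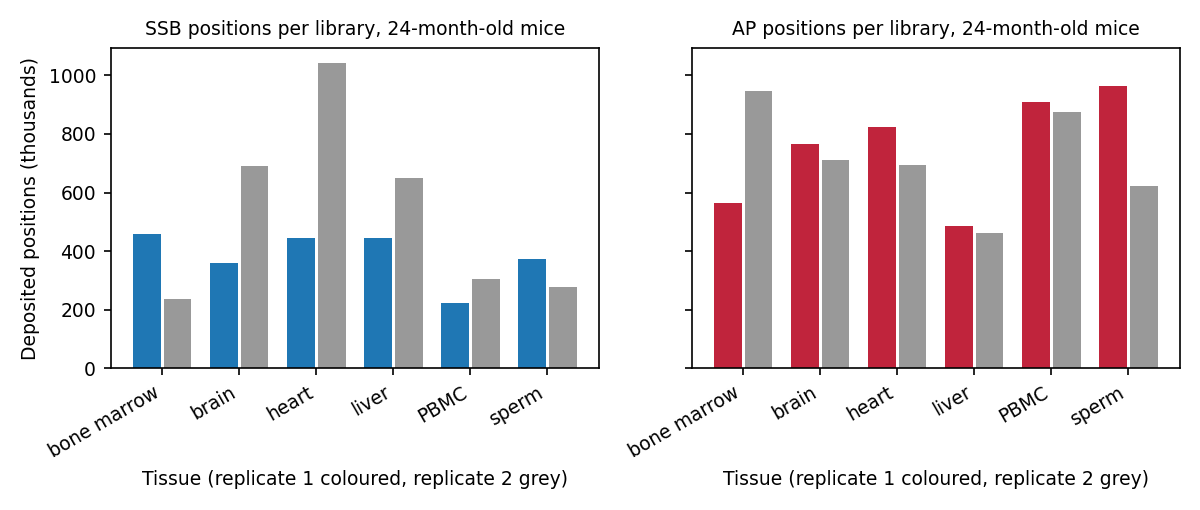
Number of deposited lesion positions (vertical axis, in units of 1000) in each library of the 24-month-old mice by tissue, for SSBs (left) and AP sites (right). Each bar is 1 library, coloured for replicate 1 and grey for replicate 2; the SSB libraries range from 225011 to 1041983 positions.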

Each of the 30 time‐point‐tissue combinations (five age groups × six tissues) was represented by three C57BL/6J mice, with the exception of the 24‐month age group, where each tissue was harvested from two animals, resulting in a total of 83 samples (one brain sample was excluded after quality control). The DNA used for the genome‐wide profiling of SSBs and AP sites and the RNA used for transcriptome analysis were obtained from the same tissue samples.

First, we calculated the expression and DNA damage levels of each annotated mouse gene by counting the RNA‐seq reads or nucleotide‐level DNA lesions mapped to the corresponding exons (Figure 1). The rationale was to ensure that the comparison between DNA damage‐ and transcriptome‐based predictors was based on the same genomic elements. For transcriptome data, we calculated gene expression values based on the transcripts per million (TPM) metric, which is commonly used to analyze RNA‐seq data (Wagner et al., 2012; Zhao et al., 2020). However, because such a metric would not be suitable for DNA damage‐based analysis, we determined the DNA damage levels for each gene using lesions per kb per million (LPKM)‐SSB and LPKM‐AP metrics calculated using a formula similar to the reads per kb per million metric (RPKM): the total number of SSBs or AP sites found on either template or non‐template strands in the exons of a gene is normalized to the total length of all the exons of the gene and the library depth (Figure 1, Section 4). 

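For the 24-month-old mice, LPKM was computed over whole genes as the number of lesion positions within the gene, multiplied by 1e+09 and divided by the length of the gene in bp and the number of positions in the library. The number of positions behind each value was small. Over the 49943 genes, the median per library was between 1 and 3 positions for SSBs. Over the 21887 protein-coding genes, it was between 2 and 10 positions. The share of SSB positions within genes was 61.3% ± 0.980 (SD, n = 12 libraries). Between 26006 and 36762 genes had at least 1 SSB position in a library, with the lowest number in the library of lowest depth. Most LPKM values of single genes therefore rest on a few lesions, and their precision is set by the depth of the library.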

As input for all subsequent analyses, we retained 13,481 genes with nonzero TPM values in at least 40% of the samples. To obtain a comparable number of input genes based on the LPKM‐SSB or LPKM‐AP metrics, we retained 13,310 and 10,240 genes that had nonzero LPKM‐SSB or LPKM‐AP in at least 20% of the samples. Such genes will be referred to as “all genes” for each metric in the analyses below.

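In the 24-month-old mice, with lesions counted over whole genes, 38486 genes had a nonzero LPKM-SSB and 41374 genes a nonzero LPKM-AP in at least 20% of the 12 libraries of the assay. There are no replicates of this number. The AP libraries were deeper, and when every library was thinned at random to 225011 positions the numbers were 33991 and 34329. The requirement of a nonzero value in at least 80% of the libraries, which moved the number for SSBs most among the alternatives set before the data were examined, left 23370 genes for LPKM-SSB and 28351 for LPKM-AP.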

**FIGURE 1:**
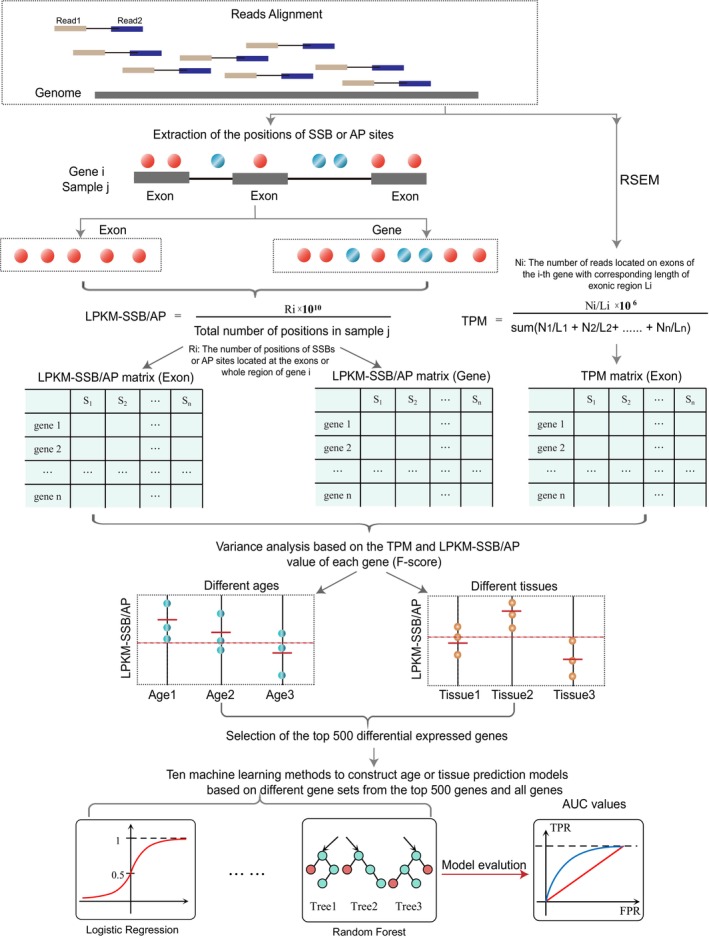
The process of constructing the age and tissue prediction models. The single‐nucleotide positions of SSBs and AP sites were used to calculate respectively the LPKM‐SSB and LPKM‐AP metrics for each gene in each sample, while the entire RNA‐seq reads were used to calculate corresponding TPM values. The three metrics were then used to calculate the *F*‐scores for each gene, which were then used to select the top 500 genes that differ the most across the age groups or the tissue types. Multiple machine‐learning methods were then employed to construct the models to predict age or tissue type, and AUC (and the other parameters) were used to evaluate the performance of each model, metric, and gene set.

We then explored whether the DNA damage levels in genes could be used to identify age‐related genes and how well the DNA damage‐based metrics would perform relative to the expression level measurements that have been previously shown to identify age‐related genes in multiple studies (Angelidis et al., 2019; Jia et al., 2018; Peters et al., 2015; Qi et al., 2021). First, we estimated the number of genes significantly (*p* < 0.05) correlated with age using the Spearman correlation coefficient based on the LPKM‐SSB, LPKM‐AP, or TPM metrics. The average Spearman correlation values of the significantly correlated genes were not very large: the average positive correlations were 0.254, 0.262 and 0.251 for the LPKM‐SSB, LPKM‐AP, or TPM metrics, and the corresponding values of negatively correlated genes were − 0.26, −0.254, and − 0.254. However, we found significantly higher fractions of significantly correlated genes using the LPKM‐SSB and LPKM‐AP metrics than using the TPM metric, with corresponding proportions of 4.66% (620 of 13,310), 9.35% (959 of 10,240), and 1.13% (152 of 13,481), respectively (Figure 2a, Tables S1 and S2).

**FIGURE 2:**
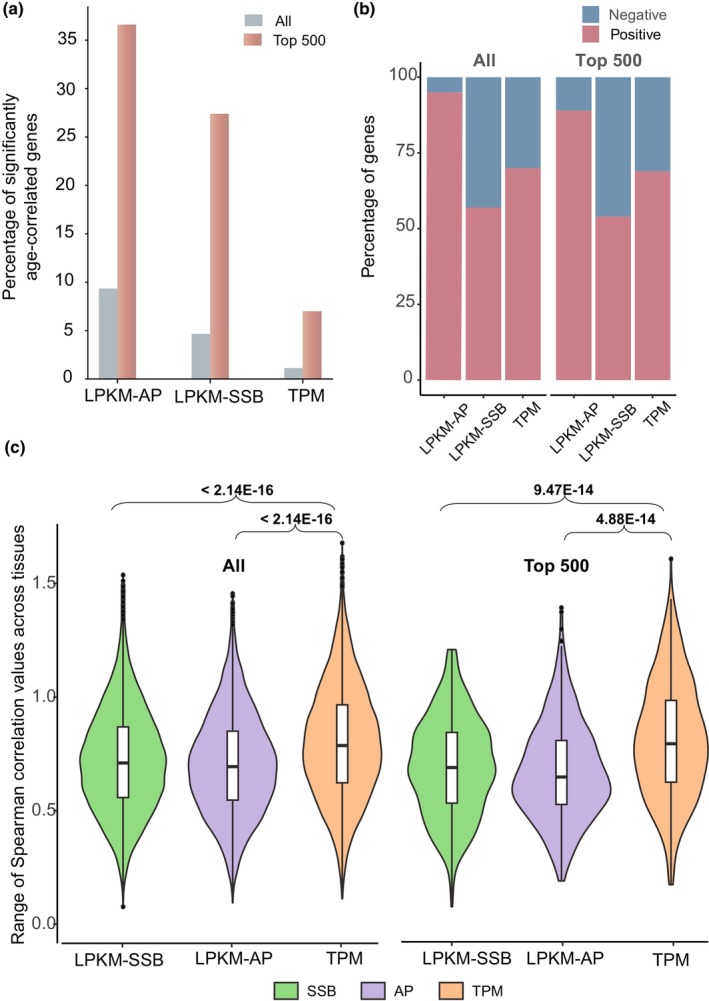
The DNA damage levels in genes correlate more with age than their expression levels. (a) The LPKM‐SSBs and LPKM‐AP metrics detected higher fractions of genes that significantly correlated with age than the TPM metric. The *Y*‐axis represents the fraction of such genes in either the top 500 genes or all genes. (b) The distributions of positively and negatively correlating genes among the genes that had significant correlation with age. (c) For each, gene and metric, the Spearman correlations with age were calculated for each tissue separately and then ranges of the correlations (maximum–minimum) were obtained. The violin plots of the correlation ranges are shown. The *p*‐values were calculated using ANOVA and further adjusted using the Tukey's HSD test.

These results suggested that the DNA damage in certain genes can correlate with age at the performance level comparable or even better than that of an established type of a biomarker—the level of expression. However, a linear correlation metric would miss age‐associated genes that exhibit nonlinear relationships with age. Therefore, as the next step, we used a more general approach, analysis of variance (ANOVA), to identify genes which expression or DNA damage levels changed with age (Figure 1, Section 4). Using this analysis, we identified three sets of the top 500 age‐associated genes based on each metric (Table S3). The top 500 genes were more enriched in genes that were significantly correlated with age than all genes: 5.5‐fold (24.7% vs. 4.46%), 3.9‐fold (36.5% vs. 9.35%), and 6.2‐fold (7.0% vs. 1.13%) for the LPKM‐SSB, LPKM‐AP, and TPM metrics, respectively (Figure 2a; Tables S1 and S2). However, we found more age‐correlated genes in the top 500 genes selected based on DNA damage metrics than in those selected based on TPM. Among the top 500 LPKM‐SSB and LPKM‐AP genes, 27.4% (137/500) and 36.3% (183/500), respectively, were significantly correlated with age. These values were 3.9‐ and 5.2‐fold higher than the 7.0% (35/500) of the top 500 genes identified using the RNA‐based TPM metric (Figure 2a; Table S1).

Based on the level of DNA damage, we observed both positive and negative age‐correlated genes (Figure 2b; Table S1). For example, based on all genes, of the 620 and 957 genes that had a significant correlation with age for the LPKM‐SSB and LPKM‐AP, 267 (43%) and 44 (5%) had a negative correlation with age (Figure 2b; Table S1). Thus, the DNA damage levels of these genes decreased with age. Similarly, when limiting the analysis to the top 500 genes, the corresponding numbers of negatively correlated genes were 46% (63/137) and 11% (20/163) for the LPKM‐SSB and LPKM‐AP metrics (Figure 2b; Table S1), respectively.

Next, we investigated the effect of tissue type on the correlation between age and the levels of DNA damage or expression. For each gene, we separately calculated the Spearman correlation values between each of the three metrics and age for each tissue. For each gene, we estimated the range of correlation values across the six tissues. Interestingly, we found that the ranges of correlation coefficients calculated using the TPM metric were significantly larger than those obtained using LPKM‐SSB and LPKM‐AP for the top 500 genes, with adjusted *p*‐values of 9.47E‐14 and 4.88E‐14, respectively (Figure 2c; Table S1). A similar conclusion was reached for all genes (Figure 2c; Table S1). However, no significant differences were observed between the two DNA damage‐based metrics (Figure 2c; Table S1). These results show that the tissue type affected the correlation between age and gene expression levels, which is consistent with previous observations (Shokhirev & Johnson, 2021). However, tissue type had less of an effect on the correlation between age and levels of DNA damage in various genes, providing a potential explanation for why fewer age‐correlated genes were found using the TPM metric across all tissues.

### 3.2 Aging clocks constructed using the DNA damage‐based metrics outperform those based on the transcriptome analysis

The relatively high number of genes that were significantly correlated with age and the relative stability of the correlation across different tissue types, compared with the established transcriptome‐based approach, suggest that the DNA damage‐based metrics developed in this study have strong potential as age predictors. Therefore, as the next step, we applied 10 machine‐learning methods (Logistic Regression, Random Forest Classifier, Naive Bayes, LGBM Classifier, XGBoost Classifier, AdaBoost Classifier, LASSO, Elastic Net, Decision Tree Regression and Decision Tree Classifier) to perform an in‐depth assessment of the properties of DNA damage‐based age predictors and then compared their performance with that of the RNA‐based metric.

For each method and each of the three metrics, we selected 11 gene sets that were used as inputs to construct the age models for the 83 samples. Ten of the 11 gene sets were based on the top 500 genes and generated by first ranking the top 500 genes according to the *F*‐score from ANOVA and then successively expanding the number of genes used to make the models from the top 15 genes to all 500. The 11th gene set represented all genes (described above). For each gene set obtained by each metric and each method, we randomly selected 80% (66/83) samples to train the model and then evaluated its performance by calculating AUC and other metrics such as *F*1 score, mean absolute error (MAE) and Spearman correlation on the remaining 20% (17/83) of the samples see section 4. This process was repeated 100 times, and the average AUC, *F*1 score and MAE were calculated to compare the performances of the models generated using different metrics and analytical methods. This comparison revealed several interesting observations, as shown in Figure 3, Figures S1–S4; Table S4.

**FIGURE 3:**
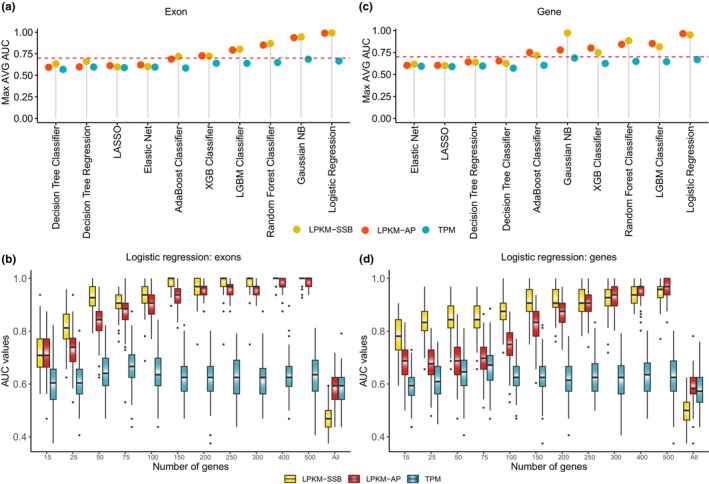
Performance evaluation of the age predicting models generated by the different analytical methods. (a, c) The average AUC values were calculated for each gene set for each method‐metric combination based on the 100 iterations. The maximum of the average AUC values (*Y*‐axes) achieved for each method and metric are shown. (b, d) Boxplots of the AUC values (*Y*‐axes) of the 100 iterations for each gene set (*X*‐axes) and each metric found for the top‐performing method—Logistic Regression. Box plots indicate median (middle line), 25th, 75th percentile (box), and 1.5× interquartile range (whiskers). The DNA damage metrics were calculated using either the exons (a, b) of each gene or whole genes including exons and introns (c, d). The TPM metrics were always calculated using exons only.

First, we found that the four analytical methods (Elastic Net, LASSO, Decision Tree Regression, and Decision Tree Classifier) did not perform well, as evidenced by their low AUC values, low *F*1 scores, low Spearman correlation values, and high MAE values of models generated using these techniques (Figures S1–S4; Table S4). For example, the average AUC and *F*1 values never reached 0.7 and 0.5, respectively, using either DNA damage‐ or RNA‐based metrics (Figure 3, Figures S1–S4; Table S4), suggesting that not all methods are suitable for reliable age prediction using these metrics. Second, among the other six methods, only the SSB‐ and AP‐based metrics consistently achieved AUC and F1 values exceeding 0.7 and 0.5, respectively, whereas the models based on expression levels always fell short of these thresholds (Figure 3, Figures S1–S4; Table S4). These findings highlight the superior performance of DNA damage‐based metrics over gene expression in predicting age across multiple tissues. Third, the performance of the LPKM‐SSB and LPKM‐AP metrics was highly similar for each gene set and method (Figure 3, Figures S1–S4; Table S4), indicating that both metrics are promising and reliable predictors of aging across diverse tissue types. Fourth, strikingly, using all genes as inputs into the models proved ineffective for predicting age across all methods. The average AUC, F1 and Spearman correlation values obtained for all genes were significantly lower than those derived from the top 500 age‐associated genes for all three metrics and all six well‐performing methods. Specifically, the average AUC values across all six well‐performing methods based on all genes were only 0.497 and 0.547 for the SSB‐ and AP‐based metrics, respectively, compared with the corresponding values of 0.794 and 0.793 obtained using the top 500 genes (Figure 3; Table S4).

Fifth, the six methods could be classified into two tiers based on the relationship between the overall performance and the number of input genes. The performance of the Tier I methods, Logistic Regression, Random Forest Classifier, and Naive Bayes, improved as the number of input genes increased from 15 to 500, peaking at 500 genes (Figure 3, Figures S1–S4; Table S4). For example, the average AUC values based on the top 15 LPKM‐SSB‐selected genes for the three methods ranged from 0.72 to 0.79. However, when all the top 500 genes were used to build the models, these values increased significantly and ranged from 0.87 to 0.99, as shown in Table 1 for the top‐performing Logistic Regression models. In contrast to the Tier I methods, the performance of the Tier II methods (LGBM Classifier, XGBoost Classifier, and AdaBoost Classifier) increased initially and then decreased as the number of input genes increased (Figure 3, Figures S1–S4; Table S4). For example, the peak AUC was achieved using the AdaBoost Classifier with the top 25 genes selected using the LPKM‐SSB metric and the 50 genes selected using LPKM‐AP (Figure 3; Table S4). Importantly, the Tier I methods showed superior performance, with the average AUC values ranging from 0.8 to 1 and *F*1 scores ranging from 0.7 to 1, while those for the Tier II methods ranged from 0.6 to 0.8 and 0.5 to 0.7, respectively (Figure 3, Figures S1–S4; Table S4). The lists of the top genes for each metric and their importance in the top‐performing Logistic Regression models are provided in Table S5.

**TABLE 1:** Performance of the age prediction models based on each of the three metrics.

	LPKM‐SSB	LPKM‐AP	TPM
AUC	0.99	0.99	0.64
*F*1 score	0.98	0.98	0.43
Spearman correlation	0.97	0.94	0.41
MAE	0.04	0.06	1.01

*Note*: For each metric, models were generated using logistic regression, and the top 500 genes were used.

Both LPKM‐SSB and LPKM‐AP outperformed the TPM metric in age prediction, indicating a potential association between the level of DNA damage in specific genes and aging. To determine whether this association could be partially explained by the expression levels of genes involved in the DNA damage response (DDR) pathway, we generated age prediction models using Logistic Regression and the TPM values of 210 DDR genes expressed in the six tissues (Table S6) for the same samples. This process was repeated 100 times. The age prediction models based on the DDR genes had average AUC and F1 values below 0.6 and 0.3, respectively, which were significantly less than the corresponding values of the models generated using the top 200 genes (Figure S5; Table S6). However, compared with the randomly selected 210 expressed genes, the DDR genes exhibited significantly improved performance (Figure S5; Table S6). Thus, the expression levels of DDR genes do associate with age and/or this association is less influenced by the tissue type than that of randomly‐selected genes. This association therefore could likely contribute to the age prediction ability of the two DNA damage‐based metrics. However, the relatively low age prediction ability of the DDR genes suggests that additional factors are involved in the observed association between the levels of DNA damage in specific genes and age (see Discussion section).

Finally, we repeated the analysis by calculating the LPKM‐SSB and LPKM‐AP metrics for each gene by including SSBs and AP site mapping within the entire gene boundaries (exons + introns) instead of limiting the locations of the DNA lesions to exons. As shown in Figure S6 (Tables S7 and S8), the performance patterns of different analytical methods using whole gene‐based metrics were similar to those obtained using exons only. In summary, our analysis, encompassing 10 different machine‐learning methods, varying numbers of input genes (ranging from 15 to 500), and distinct genomic features (exons or genes), showed the effectiveness of LPKM‐SSB and LPKM‐AP as robust metrics for age prediction and their superior accuracy and precision compared with RNA‐based metrics (see Discussion section).

### 3.3 DNA damage‐based biomarkers can differentiate other biological states

The surprisingly powerful performance of DNA damage‐based metrics in predicting age prompted us to investigate whether they could also be used to identify biomarkers of other biological states. To investigate this, we chose tissue type as an example of a biological state that differs with age. 

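Genes that differ across the 6 tissues were identified in the 24-month-old mice with edgeR's quasi-likelihood F test on the number of lesion positions per whole gene (TMM normalization, Benjamini-Hochberg adjustment). For SSBs, 48 of 38486 genes had an adjusted p under 0.05, and 1867 genes had an unadjusted p under 0.05. For AP sites, 0 of 41374 genes passed, with 1219 at an unadjusted p under 0.05. Whether the assays differ in this number was not tested. The number for SSBs depended on the tissues and the test: it was 3 without bone marrow, 7 without sperm, 9 at equal depth, 4 with DESeq2's likelihood ratio test, 61 on autosomes only and 66 with a nonzero value in at least 80% of the libraries. The called genes were long, with a median length of 1011000 bp, and 37 of them were longer than 500 kb, against 0.613% of the genes tested. Among the 48 genes, 40 had their lowest mean LPKM-SSB in bone marrow and 40 their highest in sperm. Since sperm DNA was extracted with another kit than that of the other tissues, kit and tissue are confounded for the values of sperm. The median ratio of the highest to the lowest tissue was 1.54. The gene with the smallest unadjusted p was Lrp1b, on chromosome 2 of GRCm38 from 40595290 to 42653598, with between 88 and 525 SSB positions per library. Its LPKM-SSB was 0.166 ± 0.0365 (SD, n = 2) in bone marrow, 0.184 ± 0.00854 in PBMCs, 0.212 ± 0.0418 in liver, 0.227 ± 0.0157 in brain, 0.236 ± 0.0122 in heart and 0.274 ± 0.0154 in sperm (adjusted p = 1.54e-08 from edgeR's quasi-likelihood test). Without bone marrow its adjusted p was 0.0530 with edgeR. Over all alternatives it ranged from 6.43e-10 (edgeR, protein-coding genes only) to 0.993 (limma). Lrp1b was not called with DESeq2's likelihood ratio test (adjusted p 0.120). By unadjusted p, Lsamp on chromosome 16 (39984254 to 42181679), Ptprd on chromosome 4 (75941237 to 78211742), Macrod2 on chromosome 2 (140395303 to 142392966) and Ctnna2 on chromosome 6 (76881637 to 77979815) followed. The adjusted p of Lsamp was the same as that of Lrp1b. Unlike Lrp1b, Lsamp, Ptprd, Macrod2 and Ctnna2 were called with DESeq2's likelihood ratio test (adjusted p 0.00324 to 0.0262). Each of the 5 genes had its lowest mean LPKM-SSB in bone marrow and its highest in sperm. The edgeR calls of Ptprd and Ctnna2 were lost without bone marrow and those of Lsamp and Macrod2 without sperm. None of the 5 was called with limma on log2(LPKM + 1). This says little about them. Their LPKM-SSB lay below the added 1 in every library, which compresses their differences on this scale. All 45 genes that limma called had a mean under 3 positions. Of the paper's exon-based Table S5, of which 258 of 500 rows were used here, the 5 genes listed first for LPKM-SSB did not pass in whole genes. The lowest unadjusted p among them was that of Phlda1, 0.0104 with edgeR (adjusted p 0.685, and 0.0521 adjusted over the list alone), with between 0 and 16 positions per library. The 5 genes listed first for LPKM-AP had adjusted p-values of 1.00 with edgeR. The study chose this list partly on these samples, so it is not independent evidence.

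**Figure D2:**
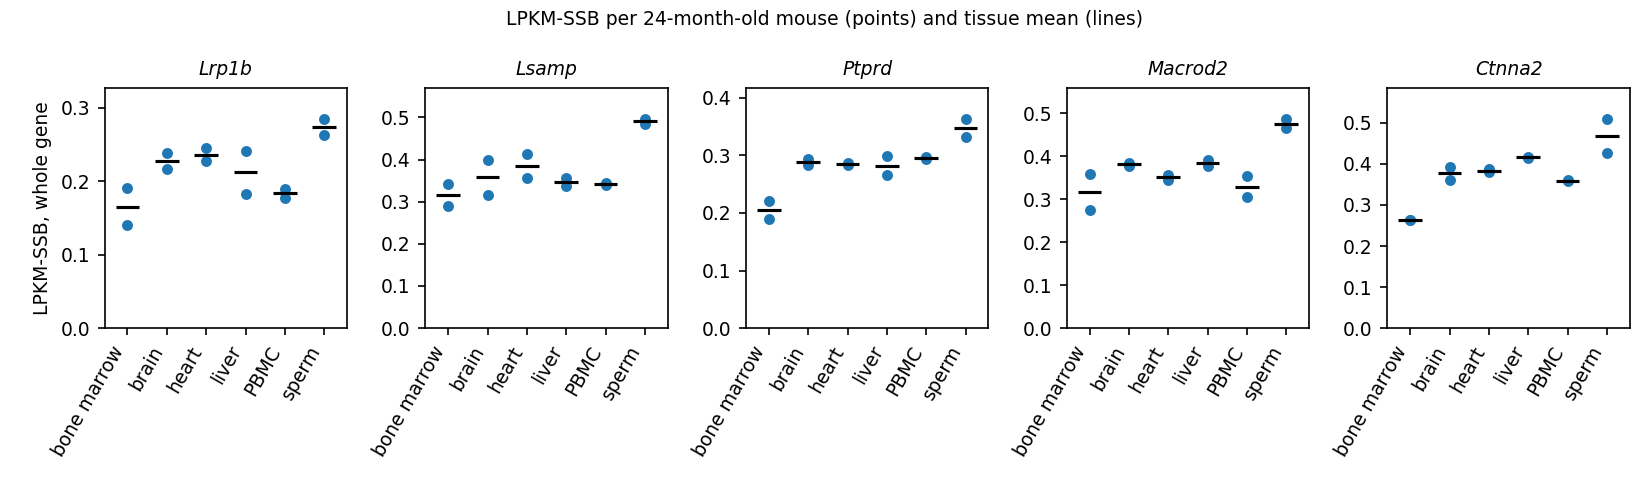
LPKM-SSB over the whole gene (vertical axis, starting at 0) in the 6 tissues for Lrp1b, Lsamp, Ptprd, Macrod2 and Ctnna2. Each point is 1 library of a 24-month-old mouse and each line the mean of the 2 libraries of a tissue. The bone marrow mean is the lowest and the sperm mean the highest in every panel. DNA of sperm was extracted with another kit.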

Similar to the age prediction analysis, we selected the top 500 tissue‐associated genes across the six tissues using ANOVA based on each of the three metrics. Likewise, we employed the same 10 machine‐learning methods to construct models for tissue‐type classification (Figure 4, Figure S7; Tables S9 and S10) and arrived at the following conclusions. First, the models based on RNA‐based metrics exhibited excellent performance in identifying tissue types (Figure 4, Figure S7; Table S10). All 10 analytical methods proved effective in tissue‐type prediction (with average AUC values >0.7), with eight achieving AUC values as high as 1 using the top 500 genes (Figure 4, Figure S7; Table S10). Interestingly, we observed that even when considering expression levels of all genes, successful tissue separation could still be achieved with AUC values of 1 using 8 of 10 methods, with only Elastic Net and LASSO failing this task (Figure 4, Table S10). This outcome differed significantly from age prediction, in which the use of all genes as inputs failed to generate adequate aging models.

**FIGURE 4:**
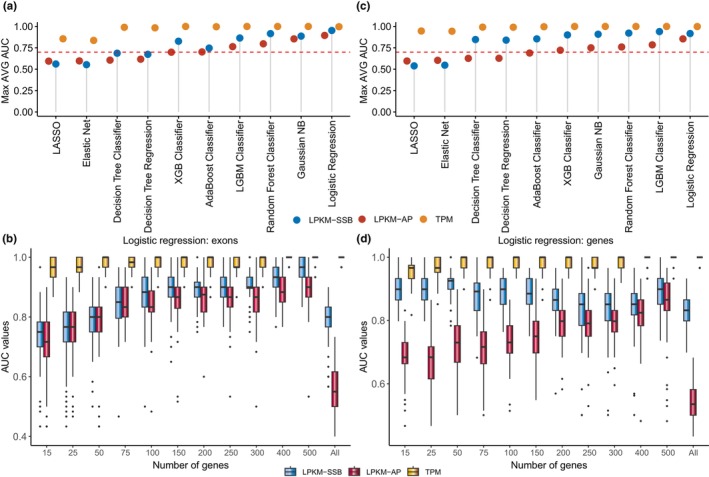
Performance evaluation of the tissue type predicting models generated by the different analytical methods. (a, c) The maximum AUC values (*Y*‐axes) achieved for each method and metric. (b, d) Boxplots of the AUC values (*Y*‐axes) of the 100 iterations for each gene set (*X*‐axes) and metric found for the top‐performing method—Logistic Regression. Box plots indicate median (middle line), 25th, 75th percentile (box), and 1.5× interquartile range (whiskers). The DNA damage metrics were calculated using either the exons (a, b) of each gene or whole genes including exons and introns (c, d). The TPM metrics were always calculated using exons only.

Second, the RNA‐based metric outperformed the SSB‐ and AP‐based metrics in tissue‐type classification, and the TPM‐based models consistently demonstrated significantly higher AUC values across all 10 analytic methods with various gene set sizes. Third, the SSB‐ and AP‐based metrics still exhibited potential for predicting tissue types using specific machine‐learning methods. For instance, in Logistic Regression models, the average AUC values for the top 500 genes were as high as 0.95 and 0.89 using LPKM‐SSB and LPKM‐AP, respectively, while the TPM‐based model achieved an AUC value of 1. Thus, although the models based on DNA damage‐based metrics showed somewhat lower performance than those based on gene expression, they were still adequate for detecting other biological states.

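In the 24-month-old mice, tissue type was predicted with logistic regression on LPKM over whole genes, leaving out each of the 12 libraries in turn, because random splits would leave tissues without a training library. With the top 500 genes by F-score chosen on all 12 libraries, the tissue of 12 of 12 libraries was predicted for LPKM-SSB and of 12 of 12 for LPKM-AP, an AUC of the predicted labels of 1 for each. When the tissue labels were permuted and the genes chosen again, a mean of 11.8 libraries was predicted for LPKM-SSB (one-sided label permutation, 100 draws, p = 0.851) and 12.0 for LPKM-AP (p = 0.960, label permutation). In simulated libraries of the same depth without a tissue difference, 11.8 and 12 libraries were predicted on average. Among the alternatives set before the data were examined, the choice on the training libraries and the use of all retained genes moved these values most. With the top 500 genes chosen on the 11 training libraries only, 2 libraries were predicted for LPKM-SSB (label permutation, p = 0.0198, mean of permuted labels 0.07) and 0 for LPKM-AP (label permutation, p = 1). The corresponding AUC values were 0.5 and 0.4. With 15 to 400 genes chosen in this way, 0 or 1 library was predicted for each metric. For LPKM-SSB it was 1 with 200, 300 and 400 genes, where permuted labels had a mean and maximum of 0 in 30 draws. It was 1 with 25 genes (permuted mean 0.133) and 0 with 15, 50 and 100 genes. With all retained genes as input, 2 libraries were predicted for LPKM-SSB (label permutation, p = 0.248, mean of permuted labels 1.1) and 0 for LPKM-AP. In simulated libraries with 200 genes raised 8-fold in a tissue each, the choice on the training libraries gave 6.6 predicted libraries for LPKM-SSB and 7 for LPKM-AP on average. These values hold for 12 libraries with 2 per tissue and not for the paper's full set of samples.

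**Figure D3:**
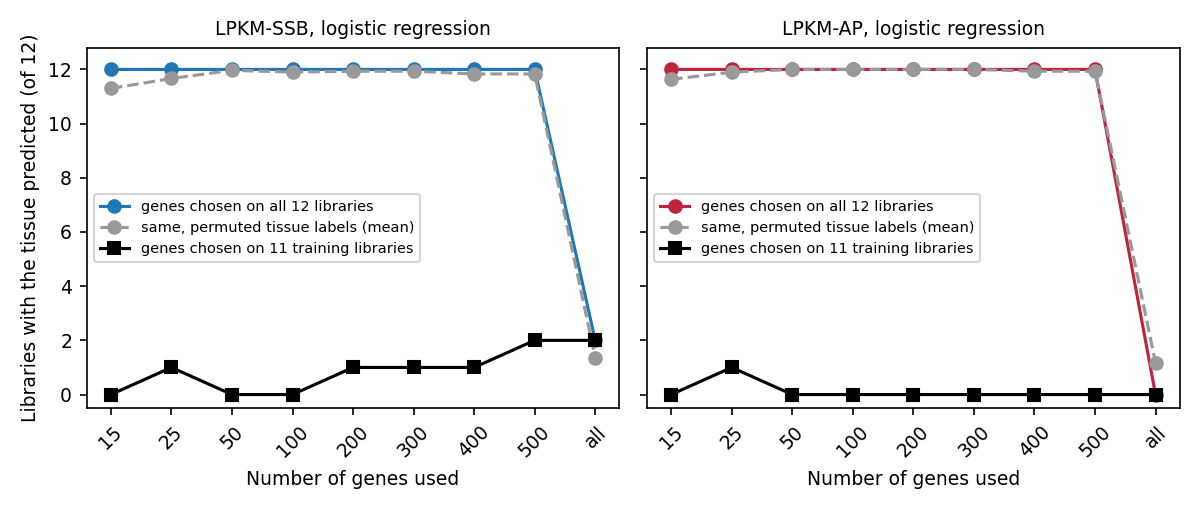
Number of the 12 libraries with the tissue predicted (vertical axis) against the number of genes used (horizontal axis) for LPKM-SSB (left) and LPKM-AP (right). Coloured lines show genes chosen on all 12 libraries, grey dashed lines the mean over 30 permutations of the tissue labels, and black lines genes chosen on the 11 training libraries; the coloured line is at 12 from 15 to 500 genes, and at 500 genes the black line is at 2 (left) and 0 (right).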

Fourth, unlike the age predictions, the performances of the two DNA damage‐based metrics were similar; the models based on the LPKM‐SSB metric outperformed those based on LPKM‐AP in the tissue‐type classification task (*p* < 2.16E−16, Two‐tailed Student's *t* test). 

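The similarity of libraries of the same tissue was compared between the metrics in the 24-month-old mice without a prediction model. The mean Spearman correlation of LPKM-SSB across genes was 0.243 between the 2 libraries of a tissue (range 0.197 to 0.278, n = 6 pairs) and 0.226 between libraries of different tissues (range 0.168 to 0.343, n = 60 pairs). The difference of 0.0178 was not significant (one-sided exact permutation test over all pairings of the 12 libraries, p = 0.0627). For LPKM-AP, the means were 0.272 and 0.267, a difference of 0.00575 (one-sided exact permutation test, p = 0.170). These correlations are across genes, which are not independent replicates. In simulated libraries of the same depths without a tissue difference, the difference was 0.00594 for SSBs and 0.00314 for AP sites on average. Over the 37821 genes retained for both metrics, the tissue separation was higher by 0.0145 for LPKM-SSB, with 5 of 6 tissues in this direction (two-sided exact sign-flip test over 64 sign patterns, p = 0.281). With 200 genes raised 8-fold in a tissue each, the test of a single assay passed in 0 of 5 simulated sets for SSBs and 1 of 5 for AP sites, so a difference of that kind would mostly not be detected. The difference for SSBs passed the test in 6 of the 9 alternatives that had one, with genes as well as windows as the unit. In 100 kb windows it was 0.0118 (one-sided exact permutation test, p = 9.62e-05, the smallest that the pairings can give), and over genes at equal depth 0.0101 (exact permutation test, p = 0.00192). At equal depth, bone marrow had the largest separation of the 6 tissues (0.0488), followed by liver (0.0144), and those of PBMCs (-0.00761) and sperm (-0.00198) were below 0. Without bone marrow, a setting chosen after these values were seen, the difference at equal depth was 0.00687 (one-sided exact permutation test, p = 0.0138). For AP sites it passed in 0 of 9. From the AUC values of its models over all age groups, the paper concludes that LPKM-SSB outperformed LPKM-AP in classifying tissue types, and proposes that DNA damage-based metrics, SSB-based ones in particular, can serve as biomarkers of biological states other than age.

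**Figure D4:**
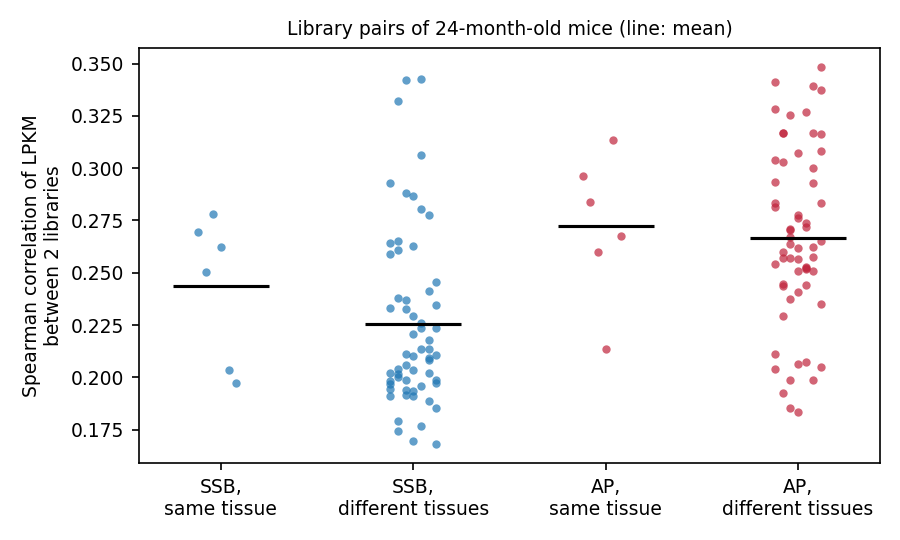
Spearman correlation of LPKM across genes (vertical axis) between pairs of libraries of 24-month-old mice, for SSBs and AP sites. Each point is 1 pair of libraries of the same tissue or of different tissues and each line the mean; the means are 0.243 and 0.226 for SSBs and 0.272 and 0.267 for AP sites.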

As depicted in Figure 4, eight of the 10 machine‐learning methods achieved higher AUC values for LPKM‐SSB than for LPKM‐AP. 

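A pair of the other methods was applied to the 12 libraries per assay of the 24-month-old mice, with the same leave-one-out design and genes chosen on all 12 libraries. Random Forest Classifier predicted the tissue of 11 libraries for LPKM-SSB and 12 for LPKM-AP (one-sided label permutation, 20 draws, p = 0.857 and 0.905). Naive Bayes predicted 9 libraries for LPKM-SSB (one-sided label permutation, 100 draws, p = 0.0297, mean of permuted labels 6.24) and 8 for LPKM-AP (p = 0.911, label permutation, mean of permuted labels 9.91). The AUC of the predicted labels was 0.95 and 1 for Random Forest Classifier and 0.85 and 0.8 for Naive Bayes. Whether the metrics differ in these numbers was not tested.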

Finally, similar to the age prediction analysis, we obtained similar tissue prediction outcomes using DNA damage metrics calculated using exons only or whole genes (Figure S8; Tables S11 and S12). These findings suggested that DNA damage‐based metrics, particularly SSB‐based metrics, can serve as informative biomarkers for biological states other than age.

### 3.4 DNA damage‐based metrics reveal different subsets of biomarkers

Strikingly, we found little overlap among the three sets of the top 500 age‐related genes identified using these three metrics (Figure 5a,b; Table S13). First, no genes were common to any of the three sets. Second, despite 11–17 genes being shared in pairwise overlaps, none of these overlaps were statistically significant (Figure 5a; Table S13). Third, we found no increase in the significance of the pairwise overlap upon increasing the strictness of the association with age, in fact the overlap decreased by selecting genes with increasing age association (Figure 5b; Table S13). For example, there was no pairwise overlap among the top 50 age‐related genes (Figure 5b; Table S13). Fourth, the Gene ontology (GO) analysis revealed significant enrichment of different functional terms in the three 500 age‐related gene sets (Tables S14–S16). We used the GOSemSim software package (Yu et al., 2010), which formally compares two GO term profiles on a scale of 0–1 to estimate the functional similarities between the three profiles. The values were relatively low and ranged from 0.21 to 0.34 (Table S17).

**FIGURE 5:**
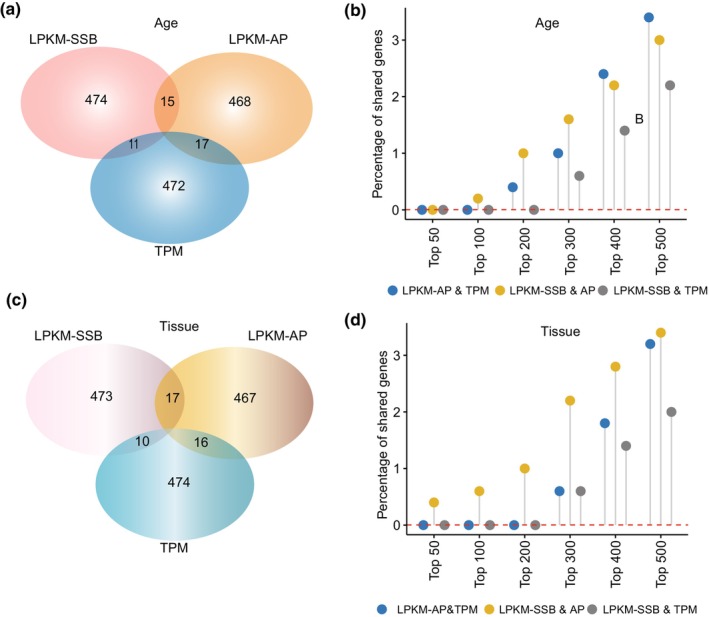
DNA damage‐based metrics identify unique sets of biomarkers. (a, c) Venn diagrams illustrating the overlap among the top 500 age‐ or tissue‐associated genes as determined by the ANOVA using the three different metrics. (b, d) The percentage of shared genes (*Y*‐axis) in the various strata of top age‐ or tissue‐associated genes (*X*‐axis) as determined by the ANOVA using the three different metrics.

Similar to the age‐related genes, different metrics revealed different subsets of tissue‐specific genes. No genes were common to all three top 500 tissue‐related genes identified by the three metrics, and a few genes were shared pairwise but without statistical significance (Figure 5c,d). Likewise, GO analysis revealed different functional categories among the three sets of 500 genes (Tables S18–S20). These results show that the different DNA damage‐based metrics revealed different age‐ or tissue‐associated genes, which also differed from those revealed by transcriptome profiling (see Section 3).

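In the 24-month-old mice, the sets of the top 500 tissue-associated genes by F-score shared 6 genes between LPKM-SSB and LPKM-AP in whole genes. Over the 37821 genes retained for both metrics, 5.58 shared genes were expected by chance (one-sided Fisher's exact test for more than chance, p = 0.486). Among the top 100 genes, 0 were shared, and among the top 1000 genes 17 were shared against 22.9 expected (one-sided Fisher's exact test, p = 0.921). The TPM set is not analysed here. In the top 500 sets, 36.8% of the LPKM-SSB genes and 32.8% of the LPKM-AP genes had fewer than 1 position per library on average, against 25.1% and 20.9% of all retained genes.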

GO analysis revealed the enrichment of functions related to the central nervous system in both the top LPKM‐SSB and LPKM‐AP age‐related gene sets (Figure 6; Tables S14–S16). Specifically, LPKM‐SSB genes were enriched in “learning or memory,” “neuron death,” and “cognition” GO terms (Figure 6a; Table S14), while the LPKM‐AP genes were enriched in “gliogenesis,” “glial cell differentiation,” “astrocyte differentiation,” and “synapse organization” (Figure 6b; Table S15). These results are consistent with previous reports linking defects in the components of SSB and base excision repair (BER) systems to neurodegeneration (Akbari et al., 2015; Caldecott, 2008; Rulten & Caldecott, 2013). However, these observations also open up a new angle that associates DNA damage with specific genes involved in the central nervous system function and aging. In addition, GO analysis revealed multiple enriched terms related to hexose transport and Ras protein signaling in the LPKM‐SSB gene set (Table S14). Alteration of sugar metabolism is a hallmark of aging (Amorim et al., 2022; Chia et al., 2018), and Ras signal transduction is an important modulator of this process (Slack, 2017), which is potentially consistent with the associations between the levels of DNA damage in these genes and age. In contrast, the age‐related gene set identified through TPM values exhibited a significant enrichment of functions related to histone modifications and hormonal signaling (Figure 6c; Table S16).

**FIGURE 6:**
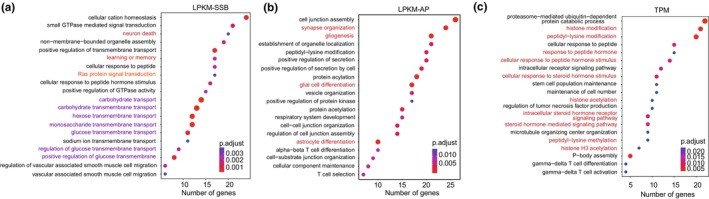
The GO enrichment results for the top 500 genes. The top 20 GO terms enriched in the top 500 age‐associated genes identified using the LPKM‐SSB (a), LPKM‐AP (b), or TPM (c) metrics.

## 4 DISCUSSION

In this study, we found that the levels of DNA damage in certain genes determined based on genome‐wide profiles of SSBs and AP sites offer a new and promising source of age‐related biomarkers based on two lines of evidence. First, we detected a higher fraction of genes significantly correlated with age using DNA damage‐based metrics than RNA‐based metrics across the six different tissue types. This analysis did not involve any preconceived feature selection process, suggesting that the DNA damage‐based of biomarkers are less influenced by tissue type than RNA‐based biomarkers. Second, age prediction models based on the analysis of genome‐wide patterns of DNA damage have higher precision and accuracy than those achieved using transcriptome analysis (also see below), which has been widely used as an age prediction biomarker (Bao et al., 2023). This conclusion was reached using different machine‐learning approaches, arguing that it was not an artifact of a specific analytical procedure. Moreover, the performance of the RNA‐based metric was superior to that of the DNA damage‐based metric in predicting other biological states, such as tissue type, when tested using the same array of machine‐learning methods. If the conclusions based on these methods were skewed to benefit DNA damage‐based metrics, we would expect the same to occur in both age‐ and tissue‐type prediction analyses; however, this was not the case.

In our previous genome‐wide analyses of the patterns of SSBs and AP sites, we found that their distribution was not random (Cai et al., 2022, Cao et al., 2019, 2022). DNA lesions exhibit complex yet dynamic genomic patterns that depend heavily on the tissue type (Cai et al., 2022; Cao et al., 2019). These results are consistent with a large body of previous work that has shown that the generation and repair of DNA lesions are not random in a genome but are influenced by multiple factors, such as transcription, chromatin state, and local sequence composition (Bohr et al., 1987; Frigola et al., 2017; Perera et al., 2016; Sassa & Odagiri, 2020; Ye et al., 1998). Moreover, DNA repair efficiency decreases with age (Chen et al., 2020; Maynard et al., 2015). Therefore, it is not surprising that genomic patterns of DNA damage can be used as biomarkers for aging.

However, the conclusions of this study differ somewhat from those obtained in our previous study, in which we analyzed the same data and failed to find age‐related biomarkers based on DNA damage that were consistent across different tissues (Cai et al., 2022). We believe that the main reason for this is that in the current study, we first identified the top‐performing features, the top 500 age‐related genes, and then used these features as the input into various machine‐learning methods. In our previous study, we used all genomic features of a particular type to identify associations with age without prior selection (Cai et al., 2022). However, as shown in the current study, all genes performed poorly as age predictors for any DNA damage‐ or RNA‐based metric. One possible reason for this is that incorporating all features might result in nonspecific noise that is not related to age and, therefore, adversely affect the performance of the models. It is also important to mention that different machine‐learning methods show very different performance levels in age prediction using any of the three metrics. Thus, selecting an appropriate analysis method and input features also plays a vital role in accurate age prediction.

Our results indicate the existence of a (relatively) small set of genes that exhibit consistent age‐related changes in the total load of DNA lesions across different tissues. These genes have functions related to the central nervous system, sugar metabolism, and Ras signaling. The age‐related genes identified by measuring changes in SSBs and AP sites differ and have little overlap with each other, as well as with genes identified using RNA profiling. However, considering that each of the three metrics (LPKM‐SSB, LPKM‐AP, and TPM) used in this study measures different events, the uniqueness of the corresponding gene sets is not unexpected. Although both the SSBs and AP sites represent DNA damage events, their modes of generation differ. For example, some of the mechanisms that could lead to detectable SSBs in this study, such as topoisomerase activity or stalling of replication forks (among others), would not be expected to generate AP sites. Similarly, although we found a significant relationship between the expression level and the overall load of SSBs and AP sites, which is consistent with multiple studies that reported a relationship between transcription and DNA damage, the association was relatively modest (Cai et al., 2022). Thus, differences in transcription patterns and the two types of DNA lesions would be expected.

Currently, we do not know if DNA damage accumulation in all or some of these genes is directly related to aging or if it represents an indicator of aging or some aging‐related processes, for example, changes in DNA repair efficiency. However, we found that DNA damage levels were negatively correlated with age for some genes. At face value, our results appear to contradict multiple reports documenting an overall decline in DNA repair with age and, more generally, a strong causal relationship between DNA damage and aging (Campisi, 2013; Chen et al., 2020; Hoeijmakers, 2009; Maynard et al., 2015; Ou & Schumacher, 2018; Robert & Wagner, 2020; Yousefzadeh et al., 2021). However, the following interpretative caveats must be considered. First, excessive unrepaired DNA damage can lead to cell death or cellular senescence, as defined by irreversible replication stoppage (Campisi, 2013; Ou & Schumacher, 2018). On the other hand, in this work the DNA damage was measured in tissues or cellular populations that are expected to mostly consist of live cells that likely have relatively low levels of DNA damage. Thus, the age‐related increase in DNA damage that causes cell death or senescence would likely have a relatively small contribution to the overall signal detected here. Second and related to the first point, one of the negative effects of DNA damage is the accumulation of somatic mutations with age caused by improper DNA repair (Cagan et al., 2022). However, in this work, we measured only the steady‐state levels of SSB and AP sites and not the outcome of the repair of these lesions.

Third, a growing number of reports have shown that, in addition to its detrimental role, DNA damage, including SSBs and AP sites, can have physiologically important roles in the cell, for example, in regulating gene expression (Bunch et al., 2015; Ju et al., 2006; Larsen et al., 2010; Le May et al., 2012; Madabhushi et al., 2015; Perillo et al., 2008; Puc et al., 2015; Puc et al., 2017; Trotter et al., 2015). Therefore, the decrease in the levels of these lesions in certain genes may be related to mechanisms regulating the expression of these genes.

Finally, the DNA lesions measured in this study, SSBs and AP sites, represent both the original DNA lesions and intermediates of DNA repair. For example, multiple types of DNA base damage are repaired by BER, which first converts these lesions to AP sites and then to SSBs (Dianov & Hubscher, 2013). Thus, the decrease in SSBs or AP sites in certain genes with age might reflect a decrease in the activities of BER and other types of DNA repair pathways. Altogether, the steady‐state levels of DNA damage detected in this study likely reflect a complex interplay between the rates of DNA damage generation and repair in live cells, which vary across the genome and can be influenced by age and tissue/cell type. In fact, a complex relationship between various types of DNA damage, including AP sites, and age were previously reported by other groups (Flasz et al., 2022; Soares et al., 2014).

In this study, we did not compare DNA damage‐based biomarkers with all other types of age biomarkers, such as those based on various epigenomic features (e.g., DNA methylation profiles) and proteomic analysis. However, it is important to emphasize that we achieved AUC values of approximately 1 in some age prediction models based on the DNA damage‐based metrics. Therefore, even without these comparisons, our results show that genome‐wide DNA damage profiles can provide age biomarkers, which would be no worse than the other best predictors of age. Furthermore, DNA damage‐based metrics can differentiate other biological states with performance levels comparable to those of other common biomarkers. Furthermore, from a practical point of view, the overall cost of an SSB survey, including library preparation and next‐generation sequencing, can be as low as 10–20 USD, which is 1–2 orders of magnitude lower than the cost of transcriptome profiling using RNA‐seq or total methylome analysis with bisulfite sequencing. All DNA damage surveys reported here were performed using genomic DNA directly isolated from tissues or cells using commercially available kits (Cai et al., 2022; Cao et al., 2022), without the crosslinking or fragmentation steps used in the original version of the SSiNGLe protocol (Cao et al., 2019).

However, while the transcriptome‐based age prediction models generated in this work underperformed compared with those based on DNA damage, this does not necessarily mean that better models based on gene expression cannot be developed. In this study, we used RNA‐seq based on bulk sequencing to benchmark the performance of the DNA damage‐based metrics which currently can only be obtained by bulk sequencing. However, several promising age prediction models based on single‐cell RNA‐seq have been recently developed (Buckley et al., 2023; Holzscheck et al., 2021). Furthermore, it is possible that different feature selection approaches or modeling algorithms can improve the performance of age prediction models based on bulk RNA‐seq.

Overall, this study shows for the first time that DNA damage‐based metrics derived from high‐resolution whole‐genome maps of DNA damage have strong potential as biomarkers of age. Furthermore, it shows that the relationship between the level of DNA damage in normal tissues and age is complex, with some genes showing a decline in the total DNA damage in older animals. DNA damage‐based metrics have the following potential advantages: (1) low cost, particularly in the case of LPKM‐SSB, (2) less influence by tissue type, and (3) ability to uncover novel biological phenomena associated with aging.

However, this study was based on a limited number of animals (2–3 per time point and tissue type) of a single species and sex. Thus, further similar studies with much larger sample sizes are required to assess the validity of these conclusions in other mammals, especially humans, and across sexes. Additional studies are required to fully understand the performance of DNA damage‐based metrics relative to other biomarkers. Nonetheless, the current study highlights that the genomics of DNA damage represents a very young and unexplored area with a wealth of useful information that can significantly enrich practical applications and basic science.

## AUTHOR CONTRIBUTIONS

PK and HC conceived the project. PK and HC wrote the manuscript. HC and PK supervised the project. DB and HC performed computational analyses with the help of YC, FY, TS, YZ, and CW. HC wrote the first draft of the manuscript, with contributions from JL, LX, XC, and YD.

## FUNDING INFORMATION

No funding information provided.

## CONFLICT OF INTEREST STATEMENT

The authors declare that this study was conducted in the absence of any commercial or financial relationships that could be construed as potential conflicts of interest.

## Supporting information

Appendix S1.

Appendix S2.

## Data Availability

The next‐generation sequencing data, the coordinates of the SSB and AP sites, and the expression levels (TPM values) of genes generated in this study have been deposited in the GEO database under accession codes GSE190955 and GSE239751 (data from the 24‐month‐old animals generated in this study). The processed data generated in this study are provided in Supplementary files. The custom code used to generate the coordinates of SSBs and AP sites is available on GitHub (https://github.com/huifencao/DB‐Nature_Communications‐2019) and Zenodo (10. 5281/zenodo.7013389). The code used to construct the machine‐learning models for predicting age or tissue type is available on GitHub (https://github.com/dapao111/DNA_damages_parallel_analysis.git) and Zenodo (https://zenodo.org/record/8220225).

# Supplementary material for: Genome‐wide profiles of DNA damage represent highly accurate predictors of mammalian age
**Source:** Aging Cell. 2024 Feb 23;23(5):e14122. doi: 10.1111/acel.14122
**Supplement:** Supplementary file 1 — Appendix S1.

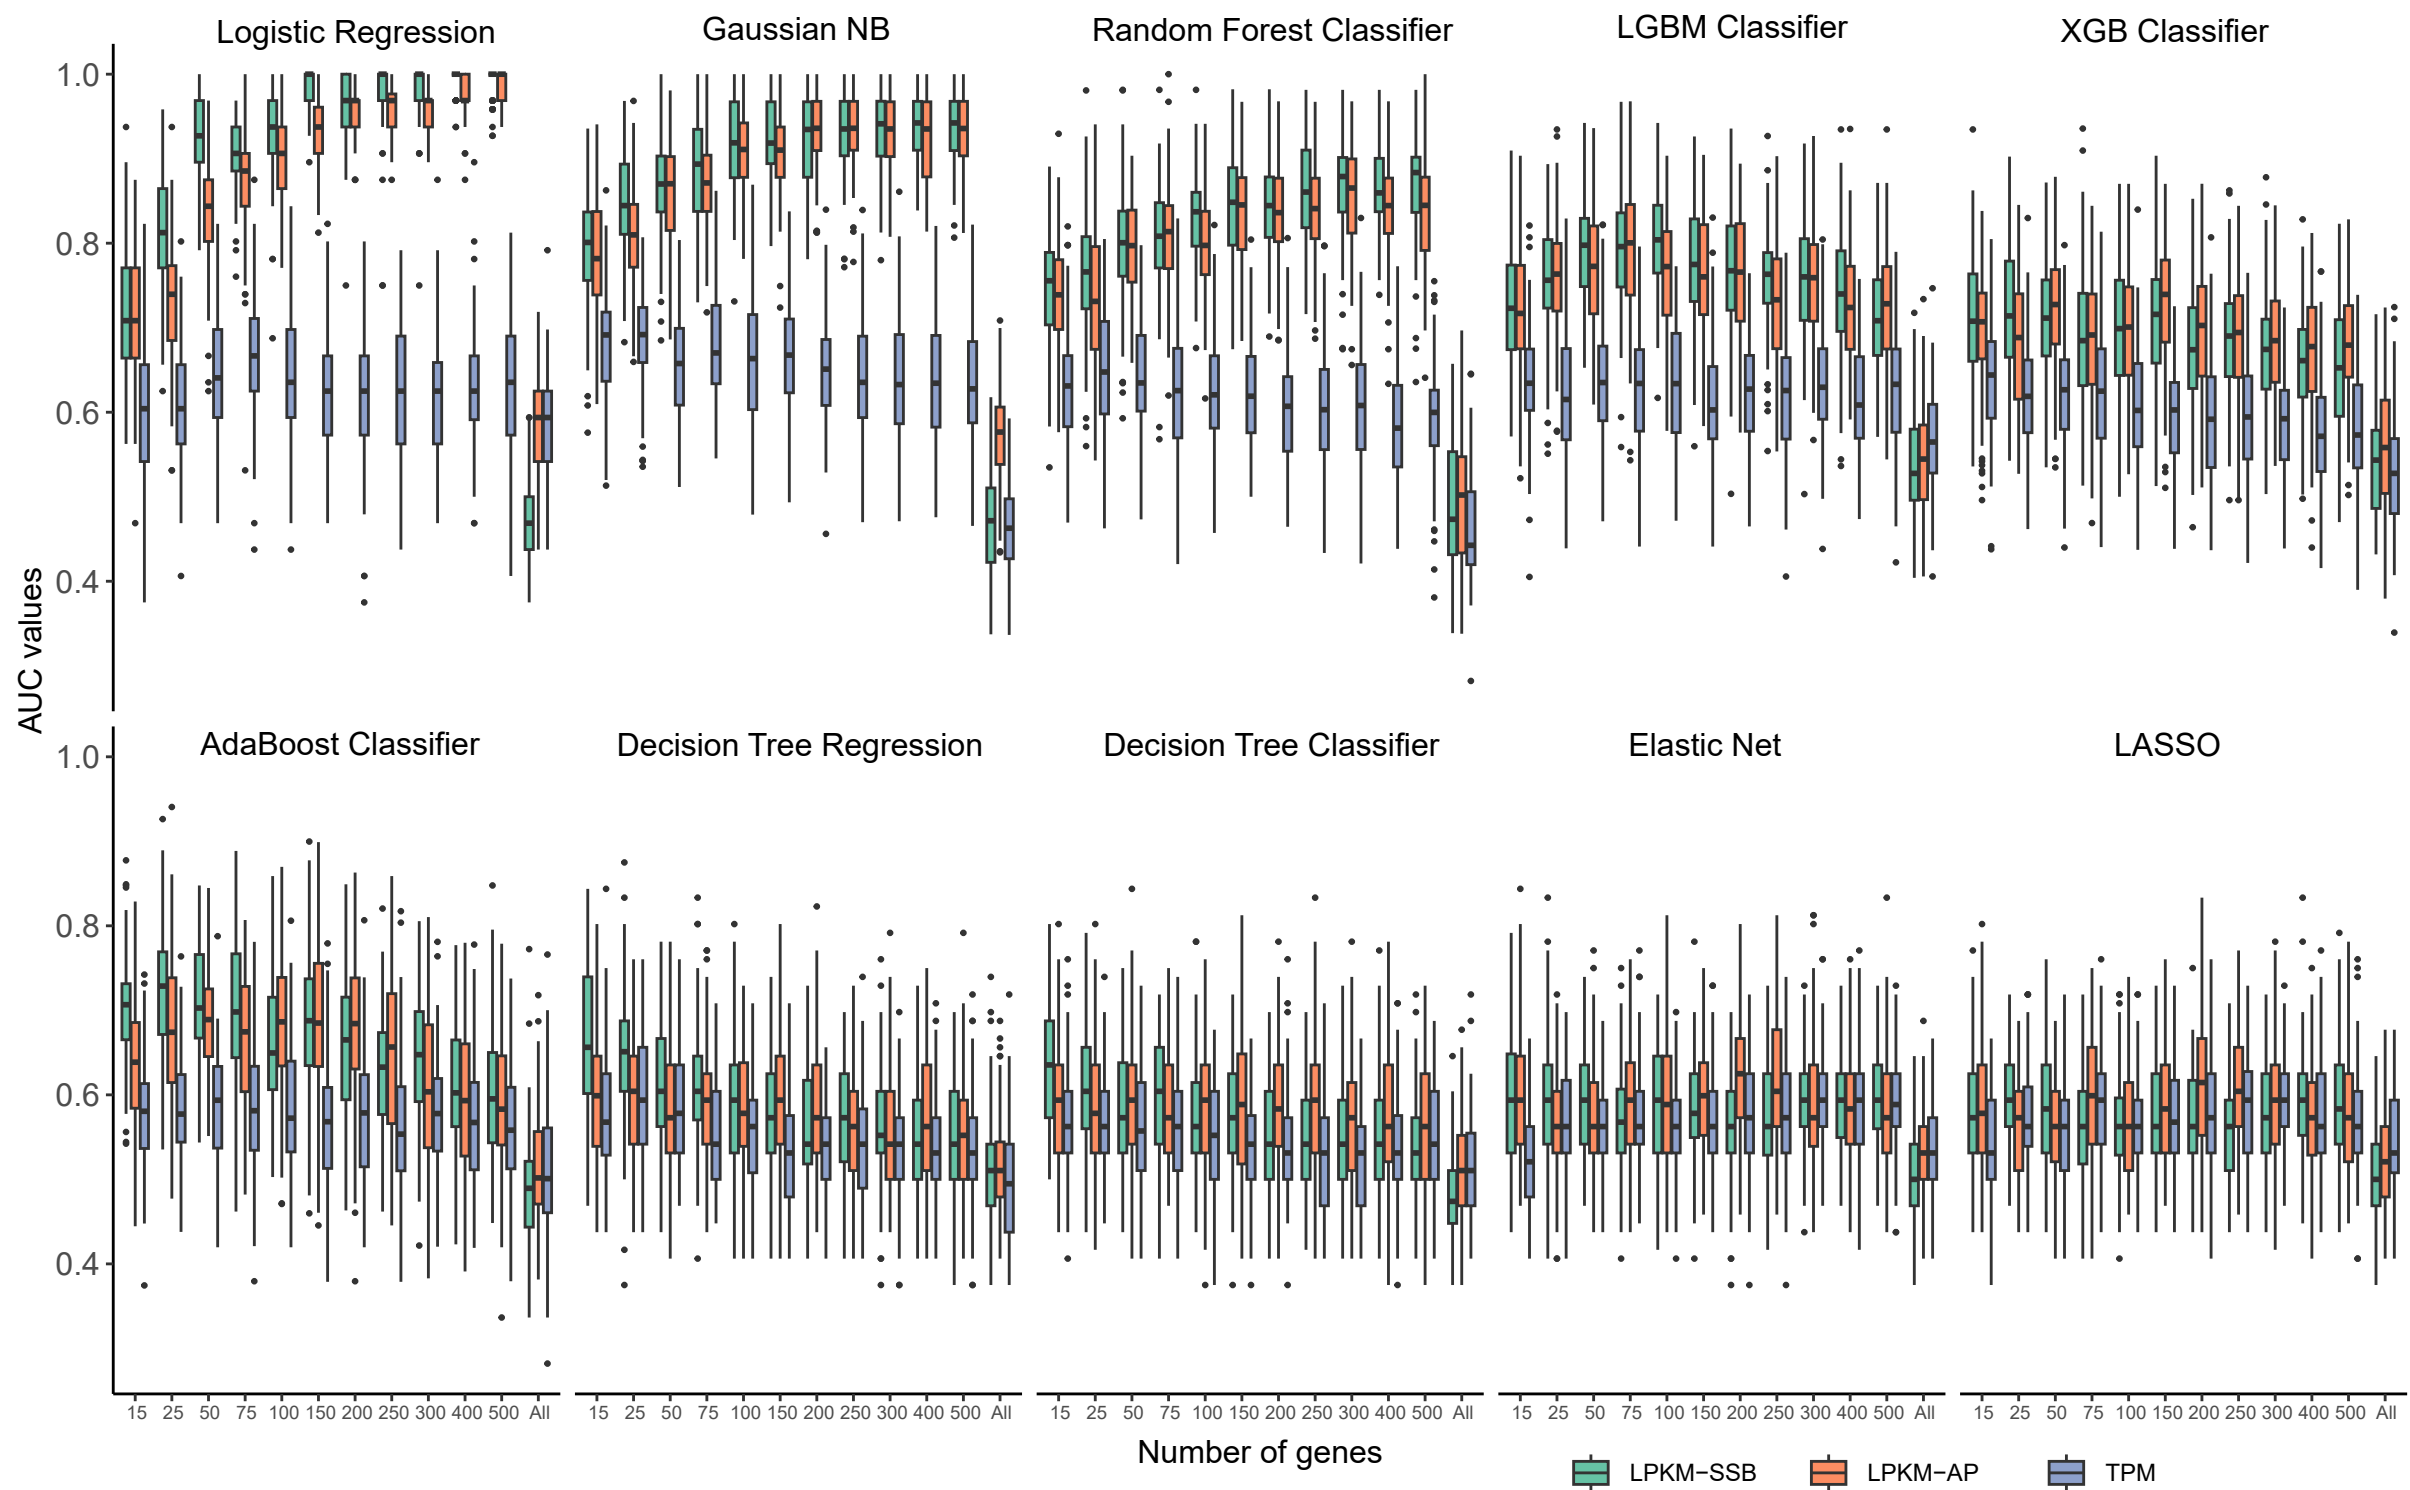

**Supplementary Figure 1. Distribution of the AUC values for age prediction models obtained using the three metrics and DNA damage signal calculated based on exons.** Boxplots of the AUC values (Y-axes) of the 100 iterations for each gene set (X-axes) and each metric for each method.

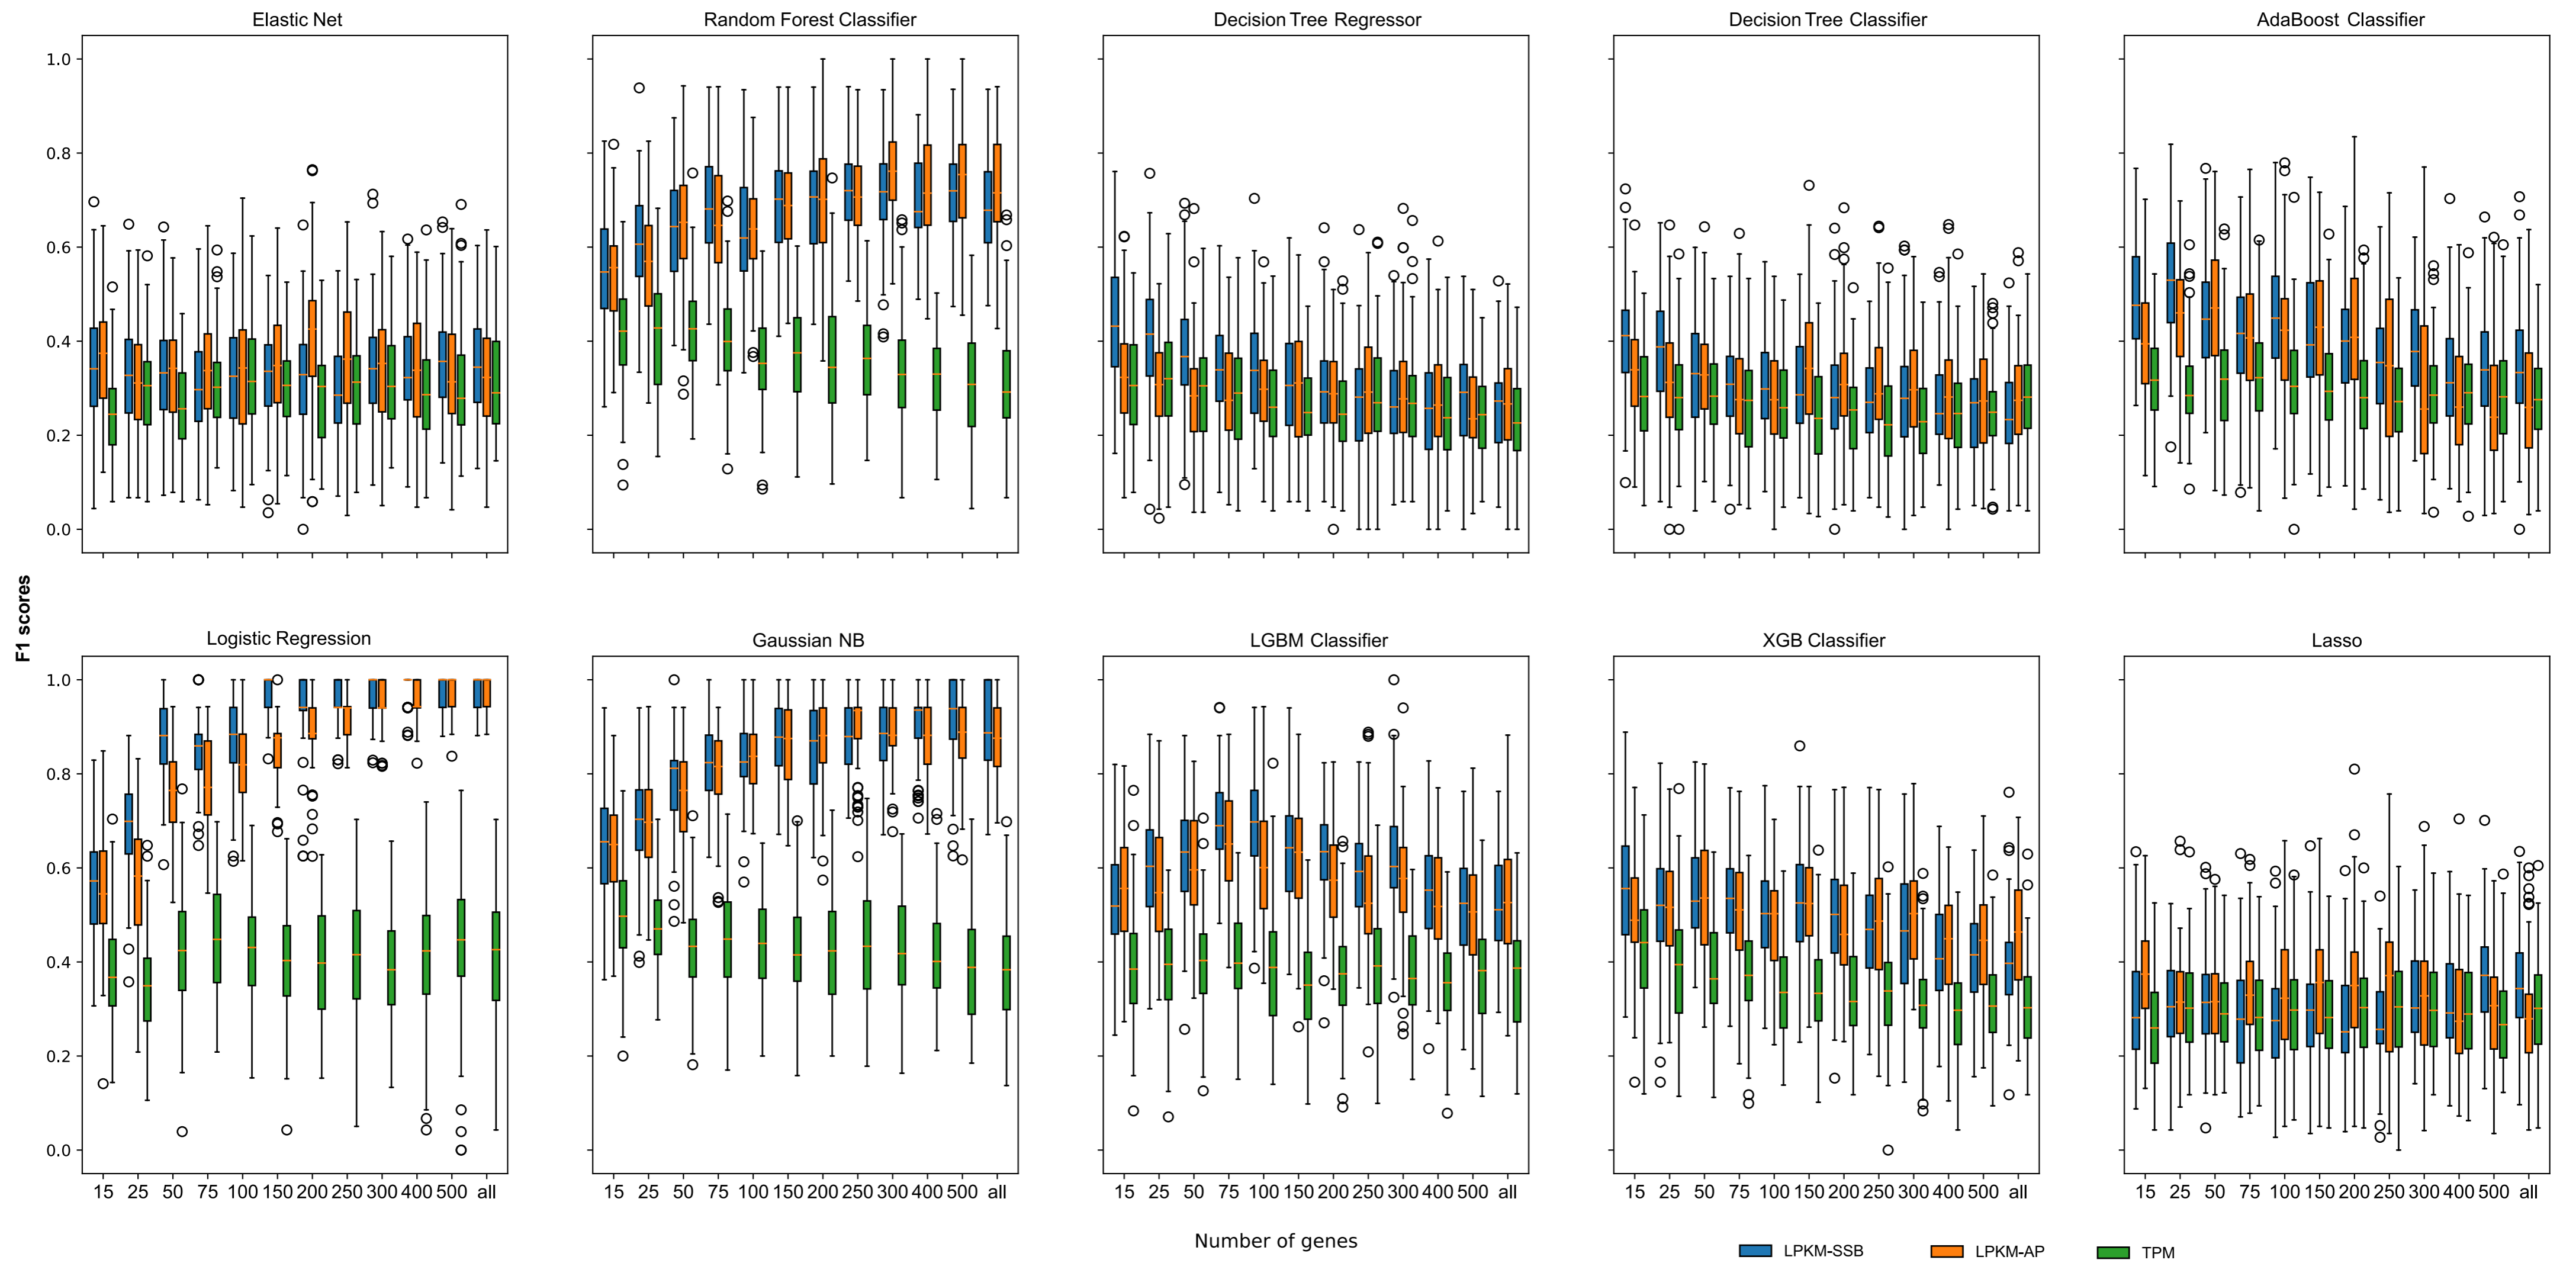

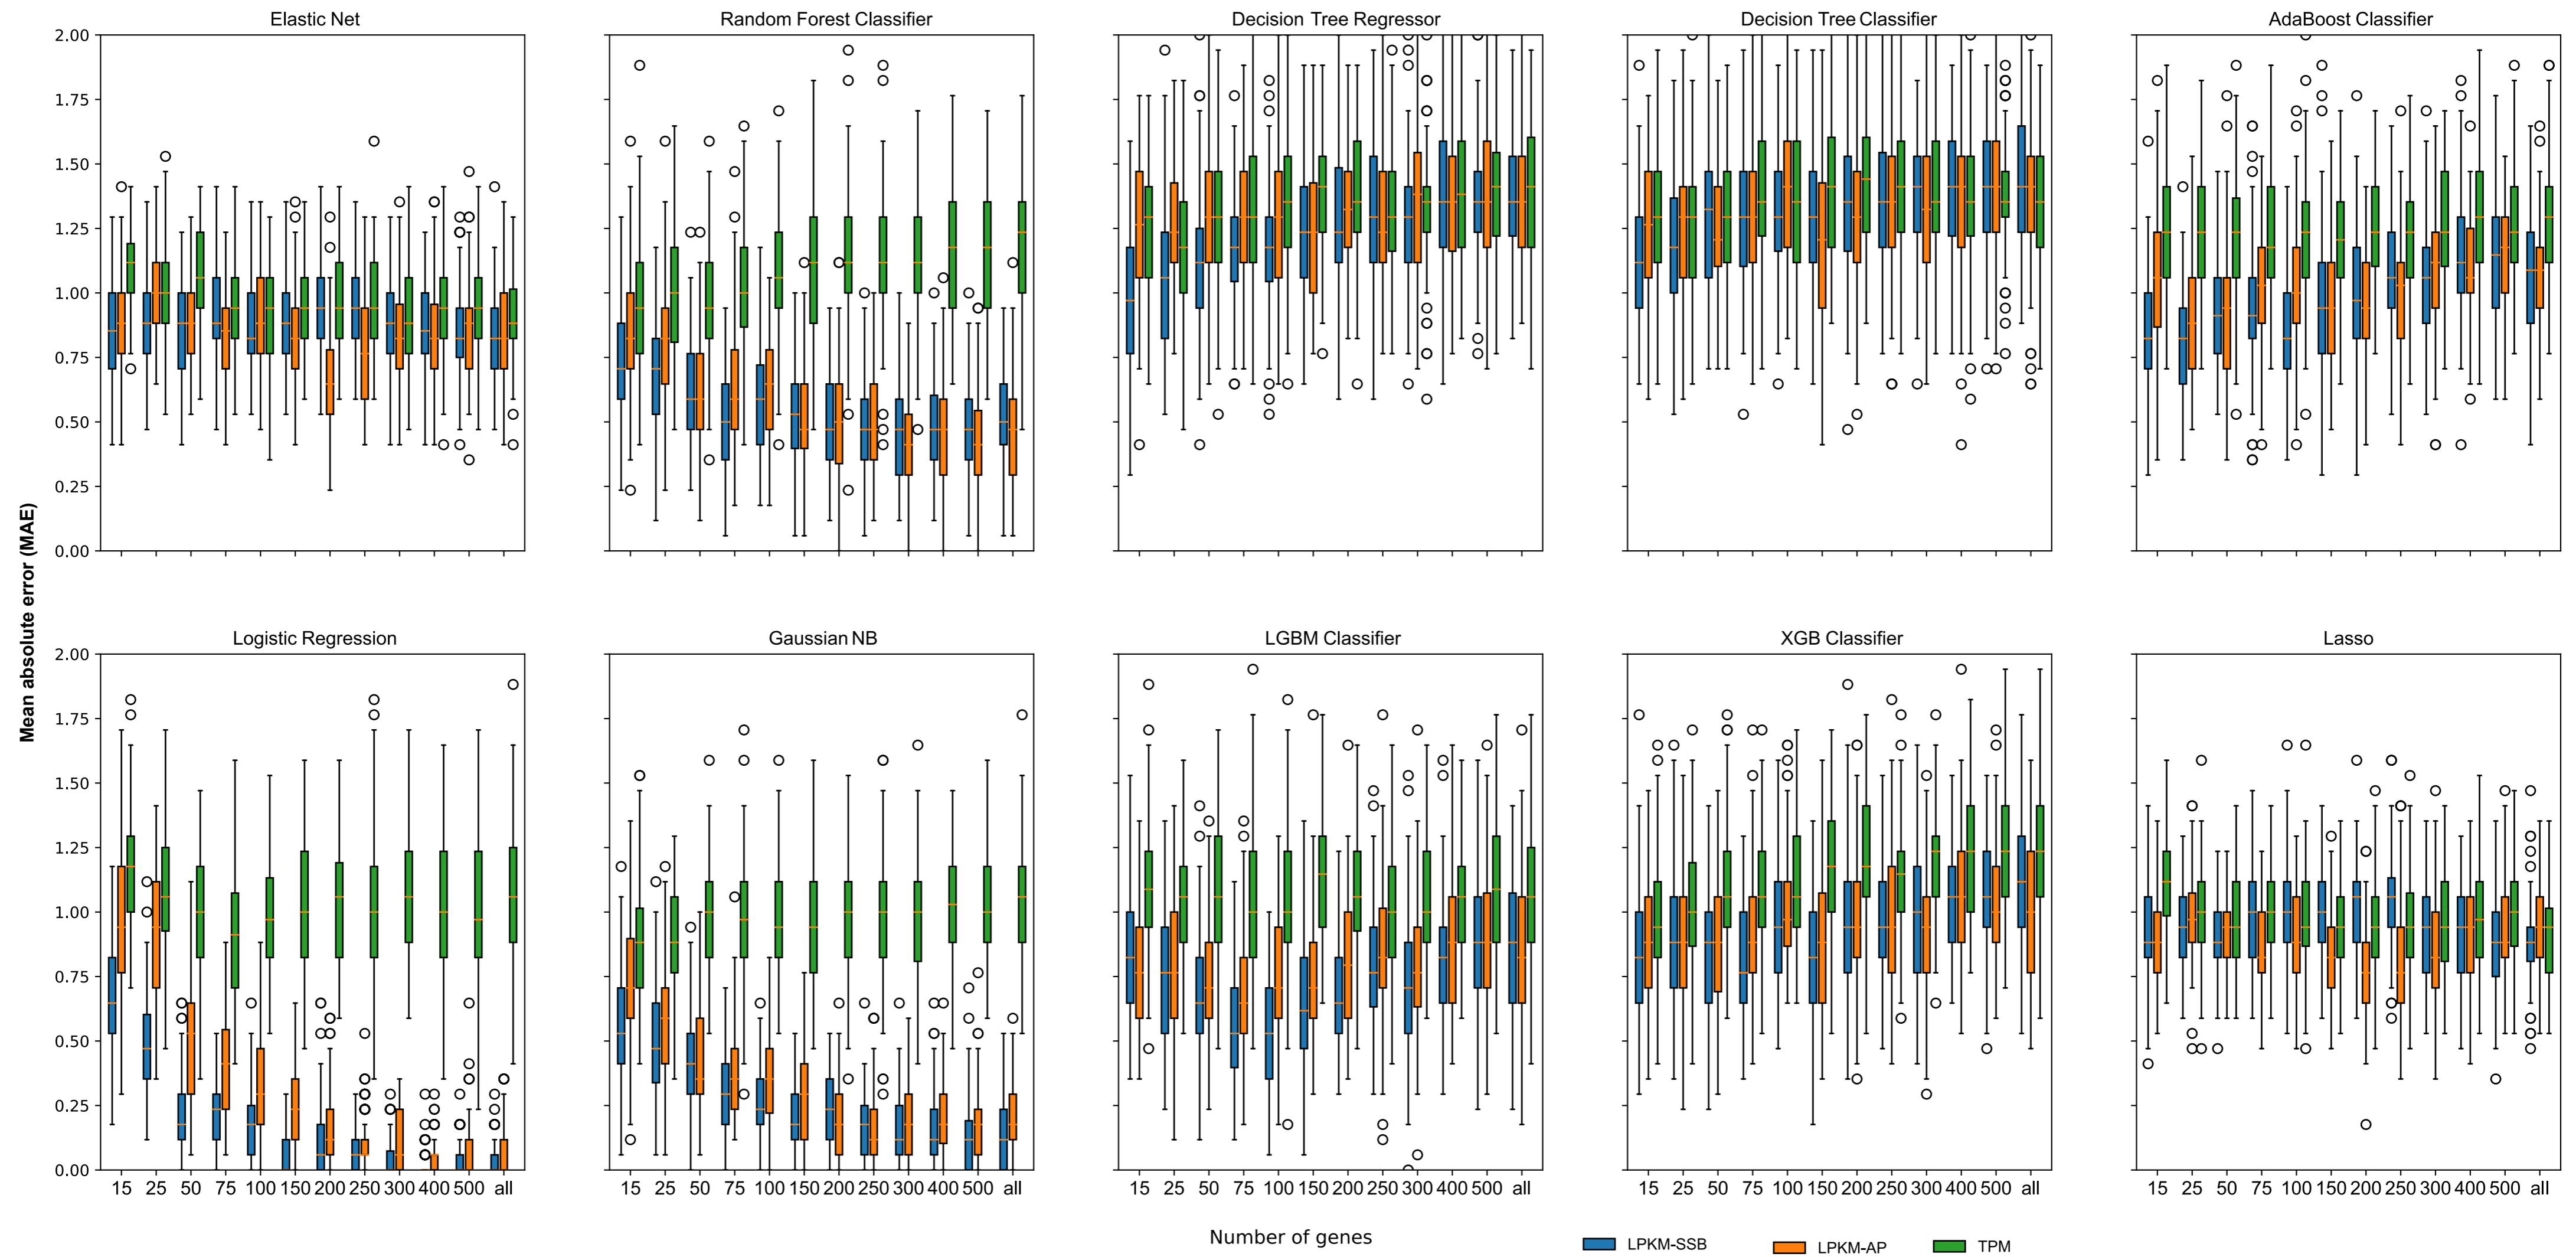

**Supplementary Figure 3. Distribution of the mean absolute error (MAE) values for age prediction models obtained using the three metrics and DNA damage signal calculated based on exons.** Boxplots of the MAE values (Y-axes) of the 100 iterations for each gene set (X-axes) and each metric for each method.

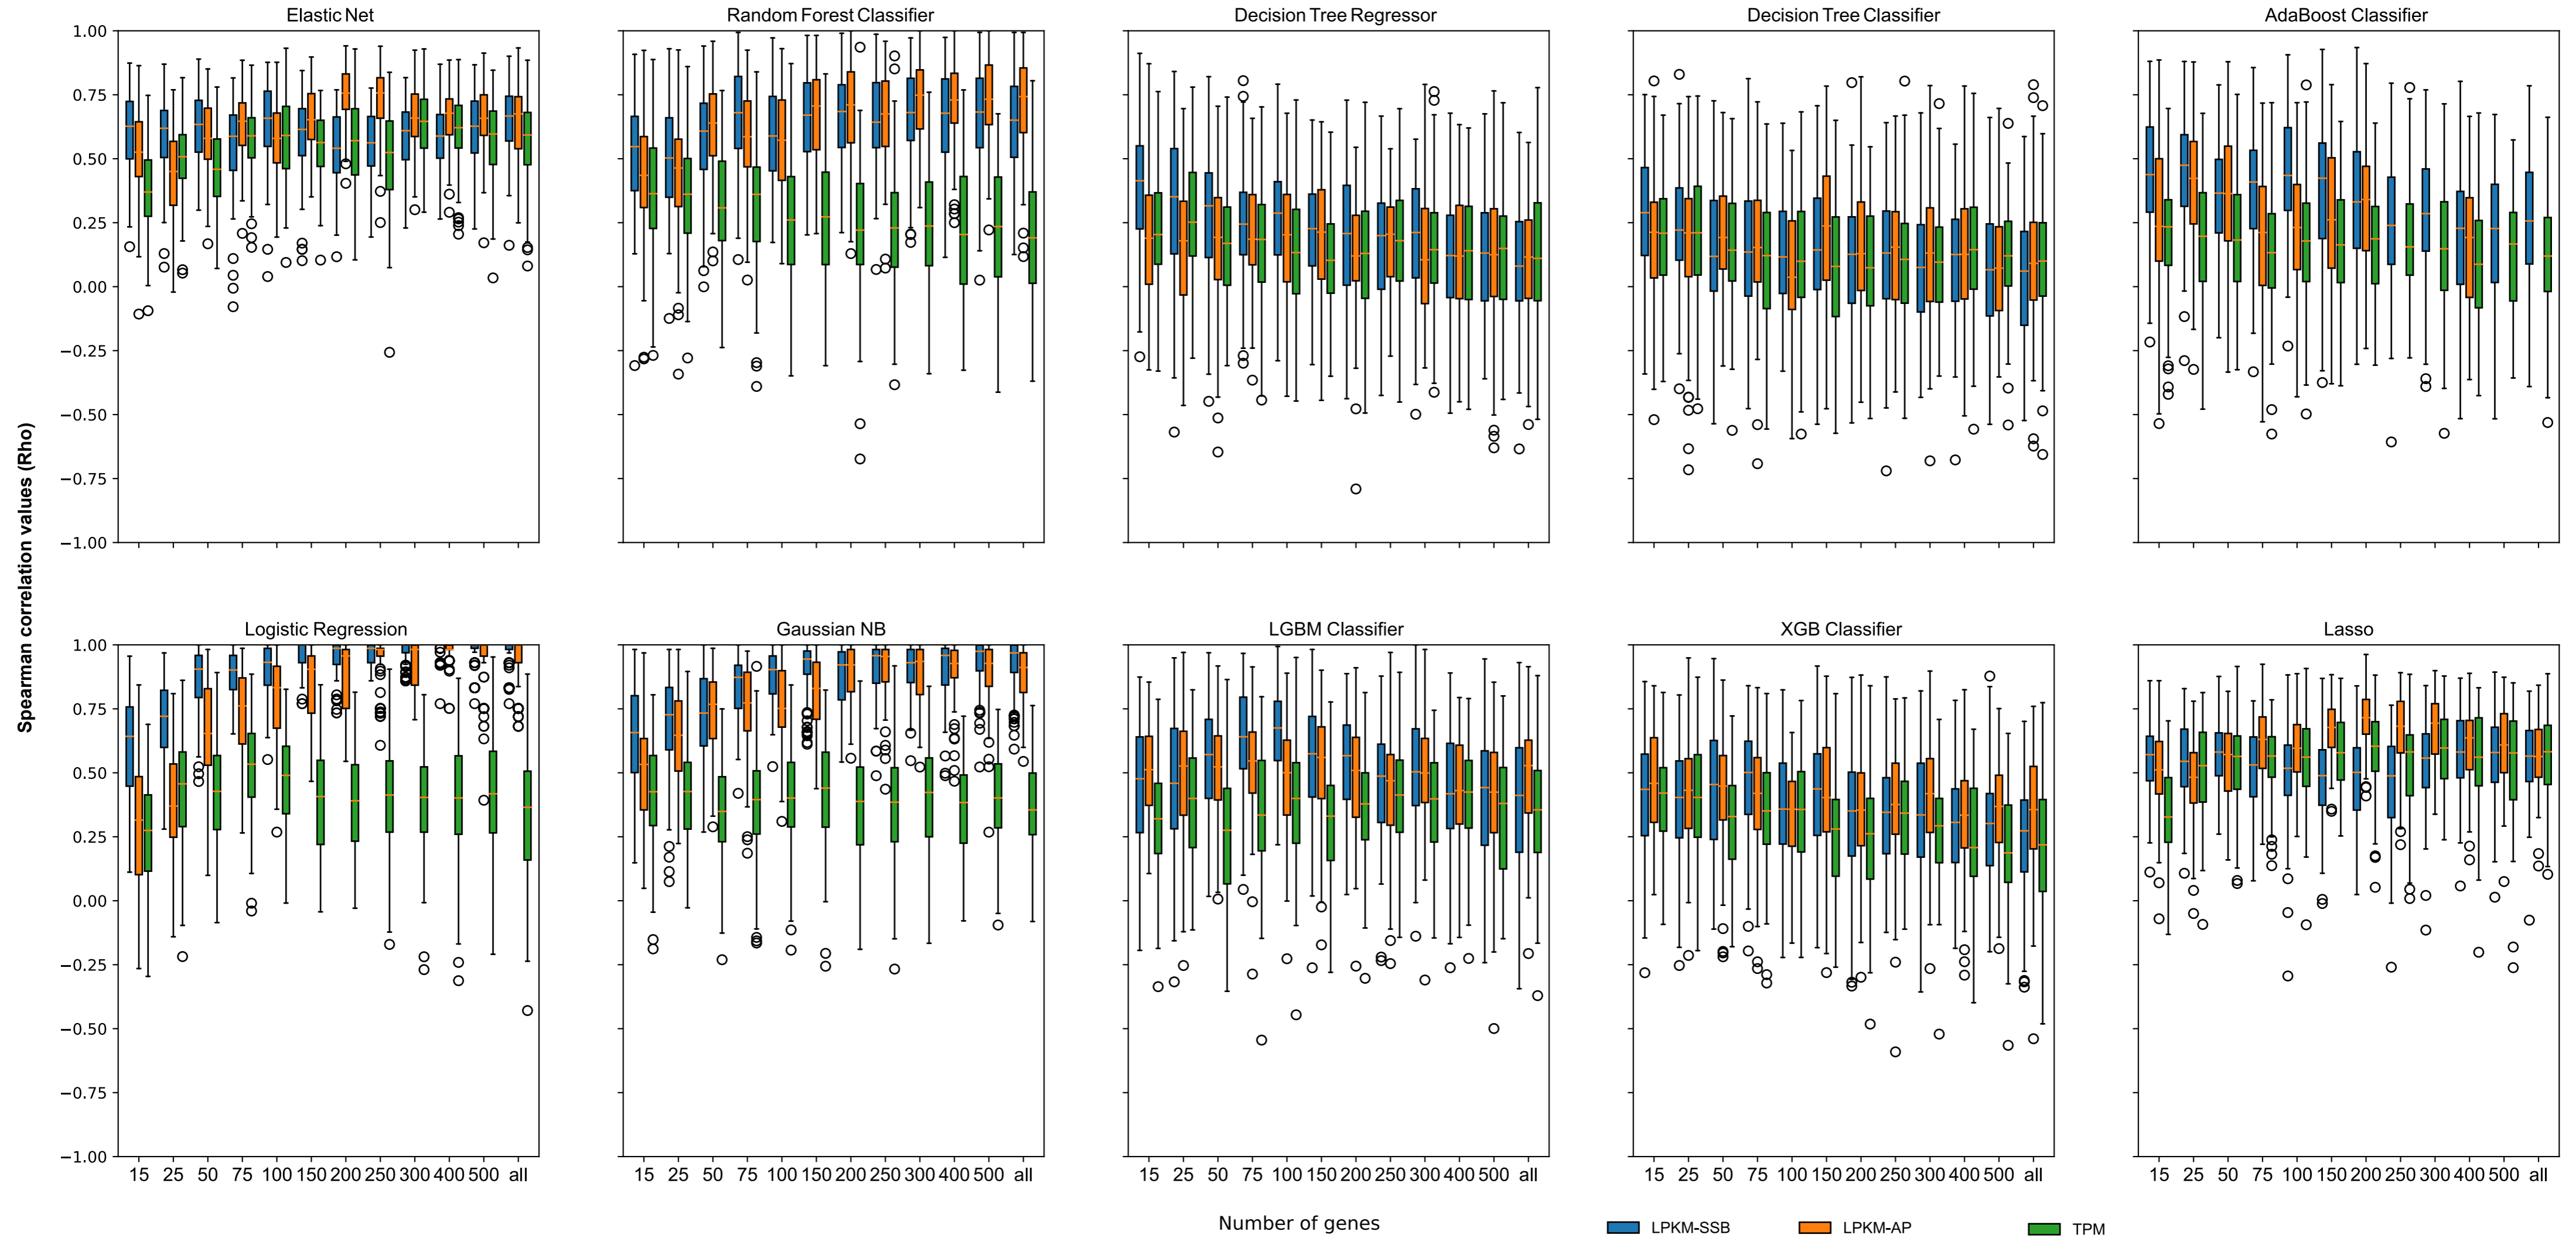

**Supplementary Figure 4. Distribution of the Spearman correlation values for age prediction models obtained using the three metrics and DNA damage signal calculated based on exons.** Boxplots of the Spearman correlation values (Y-axes) of the 100 iterations for each gene set (X-axes) and each metric for each method.

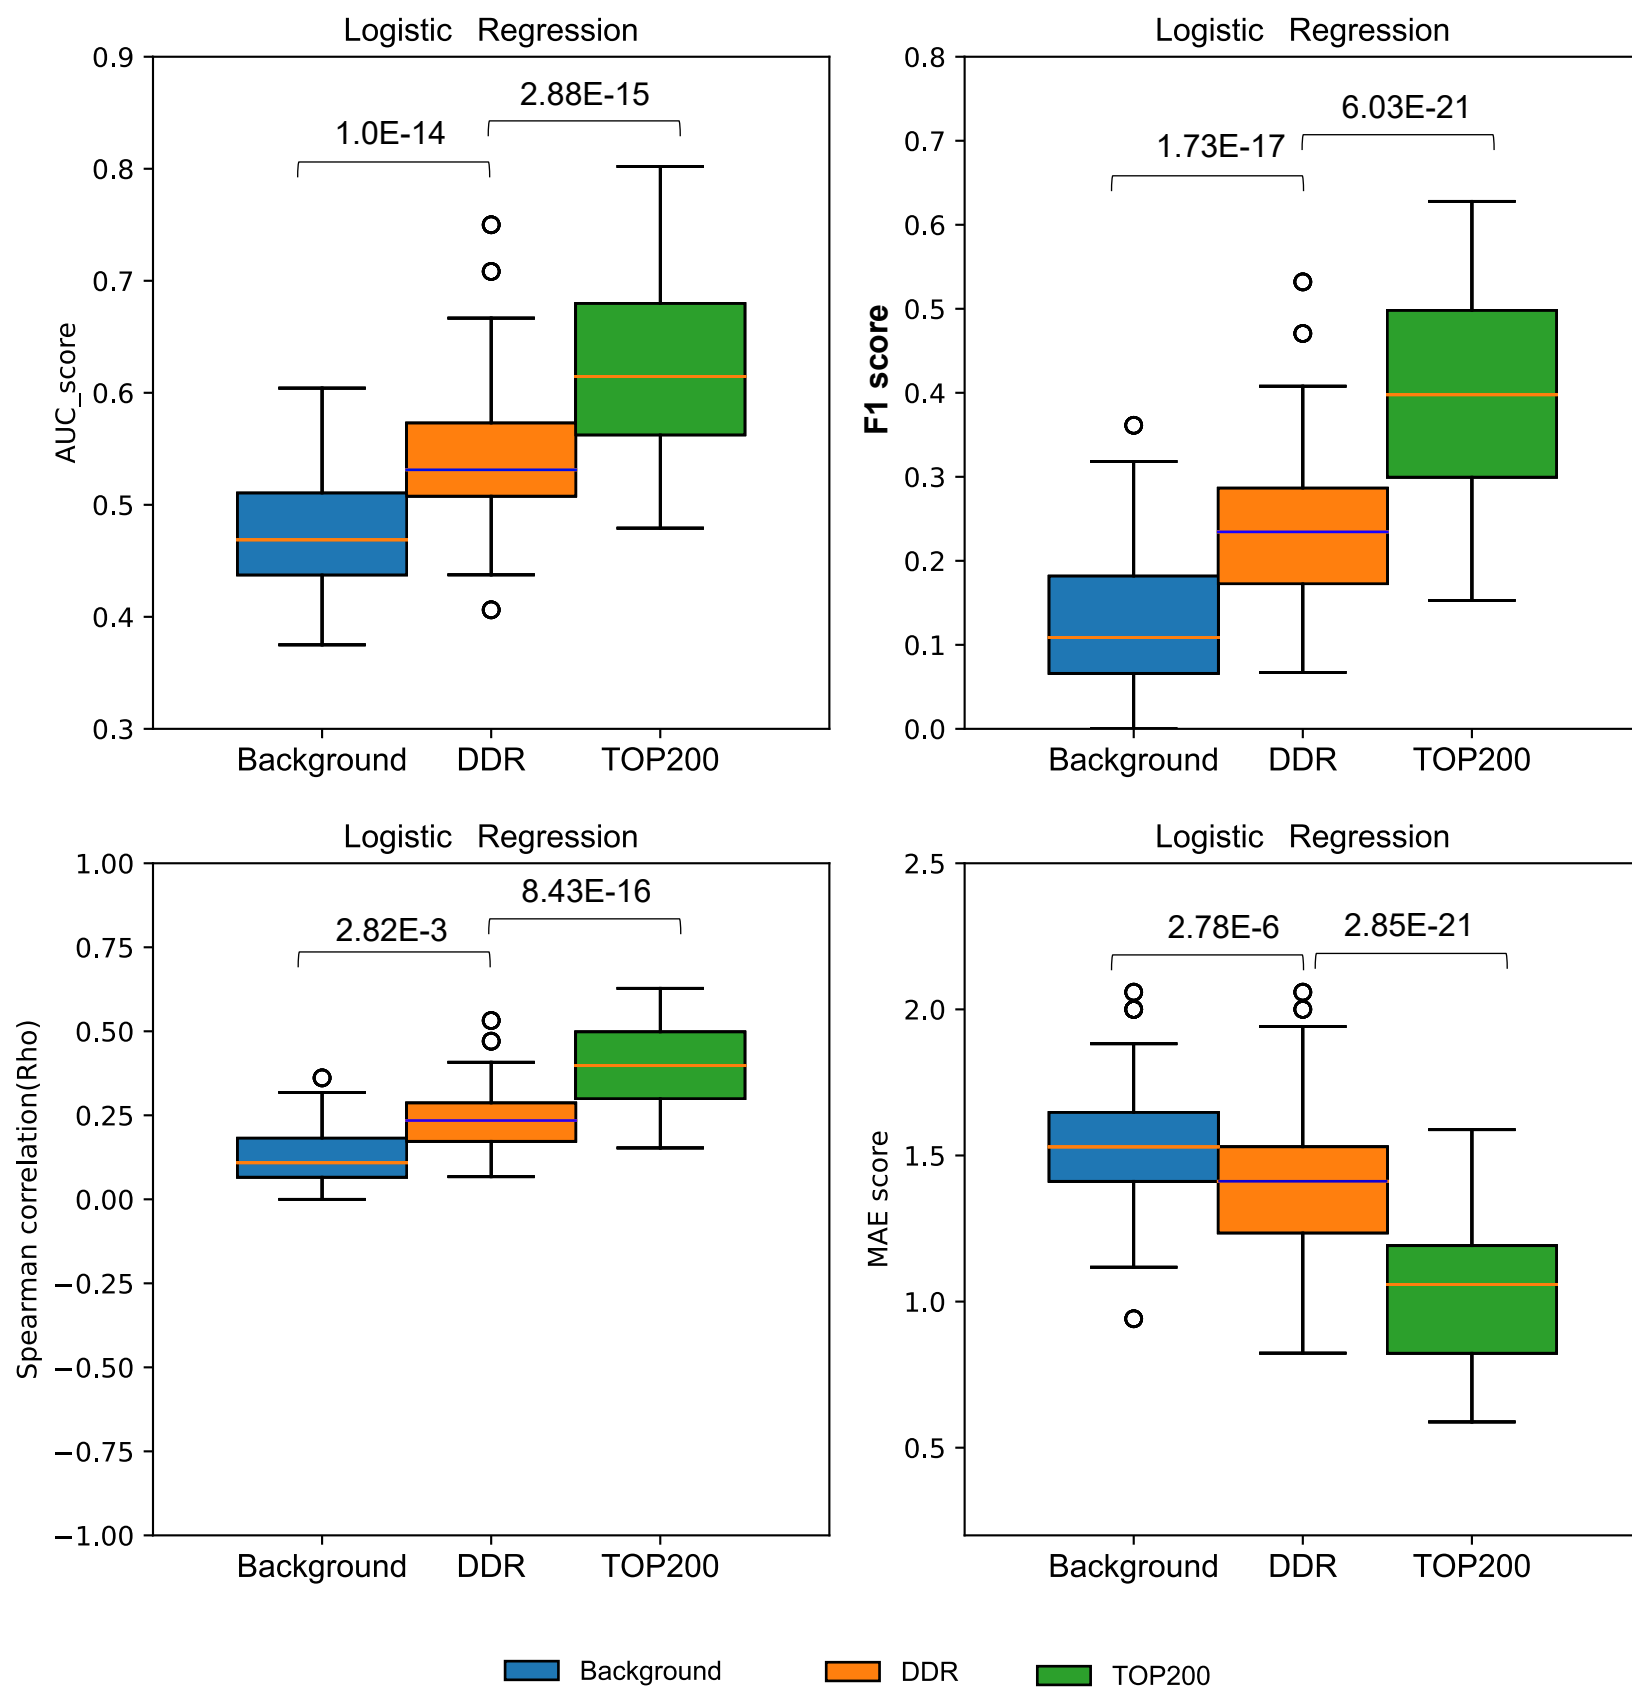

**Supplementary Figure 5. Distribution of the AUC, F1, Spearman correlation and MAE values for age prediction models obtained using TPM values of 210 DNA damage response (DDR) genes.** The DDR genes are listed in the Supplementary Table 6 and they were obtained from this website: <https://www.mdanderson.org/documents/Labs/Wood-Laboratory/human-dnarepair-genes.html>. The “background” corresponds to randomly selected 210 genes expressed in at least one tissue. “TOP200” represent the top 200 out of the top 500 genes that were selected based on the F-score analysis of the TPM values of all genes across the age groups. Boxplots show the distribution of the AUC, F1, Spearman correlations and MAE scores (Y-axes) obtained in 100 iterations of the analysis for each gene set using Logistic Regression. The p-values shown above the lines were calculated using one-tailed Student's t-test.

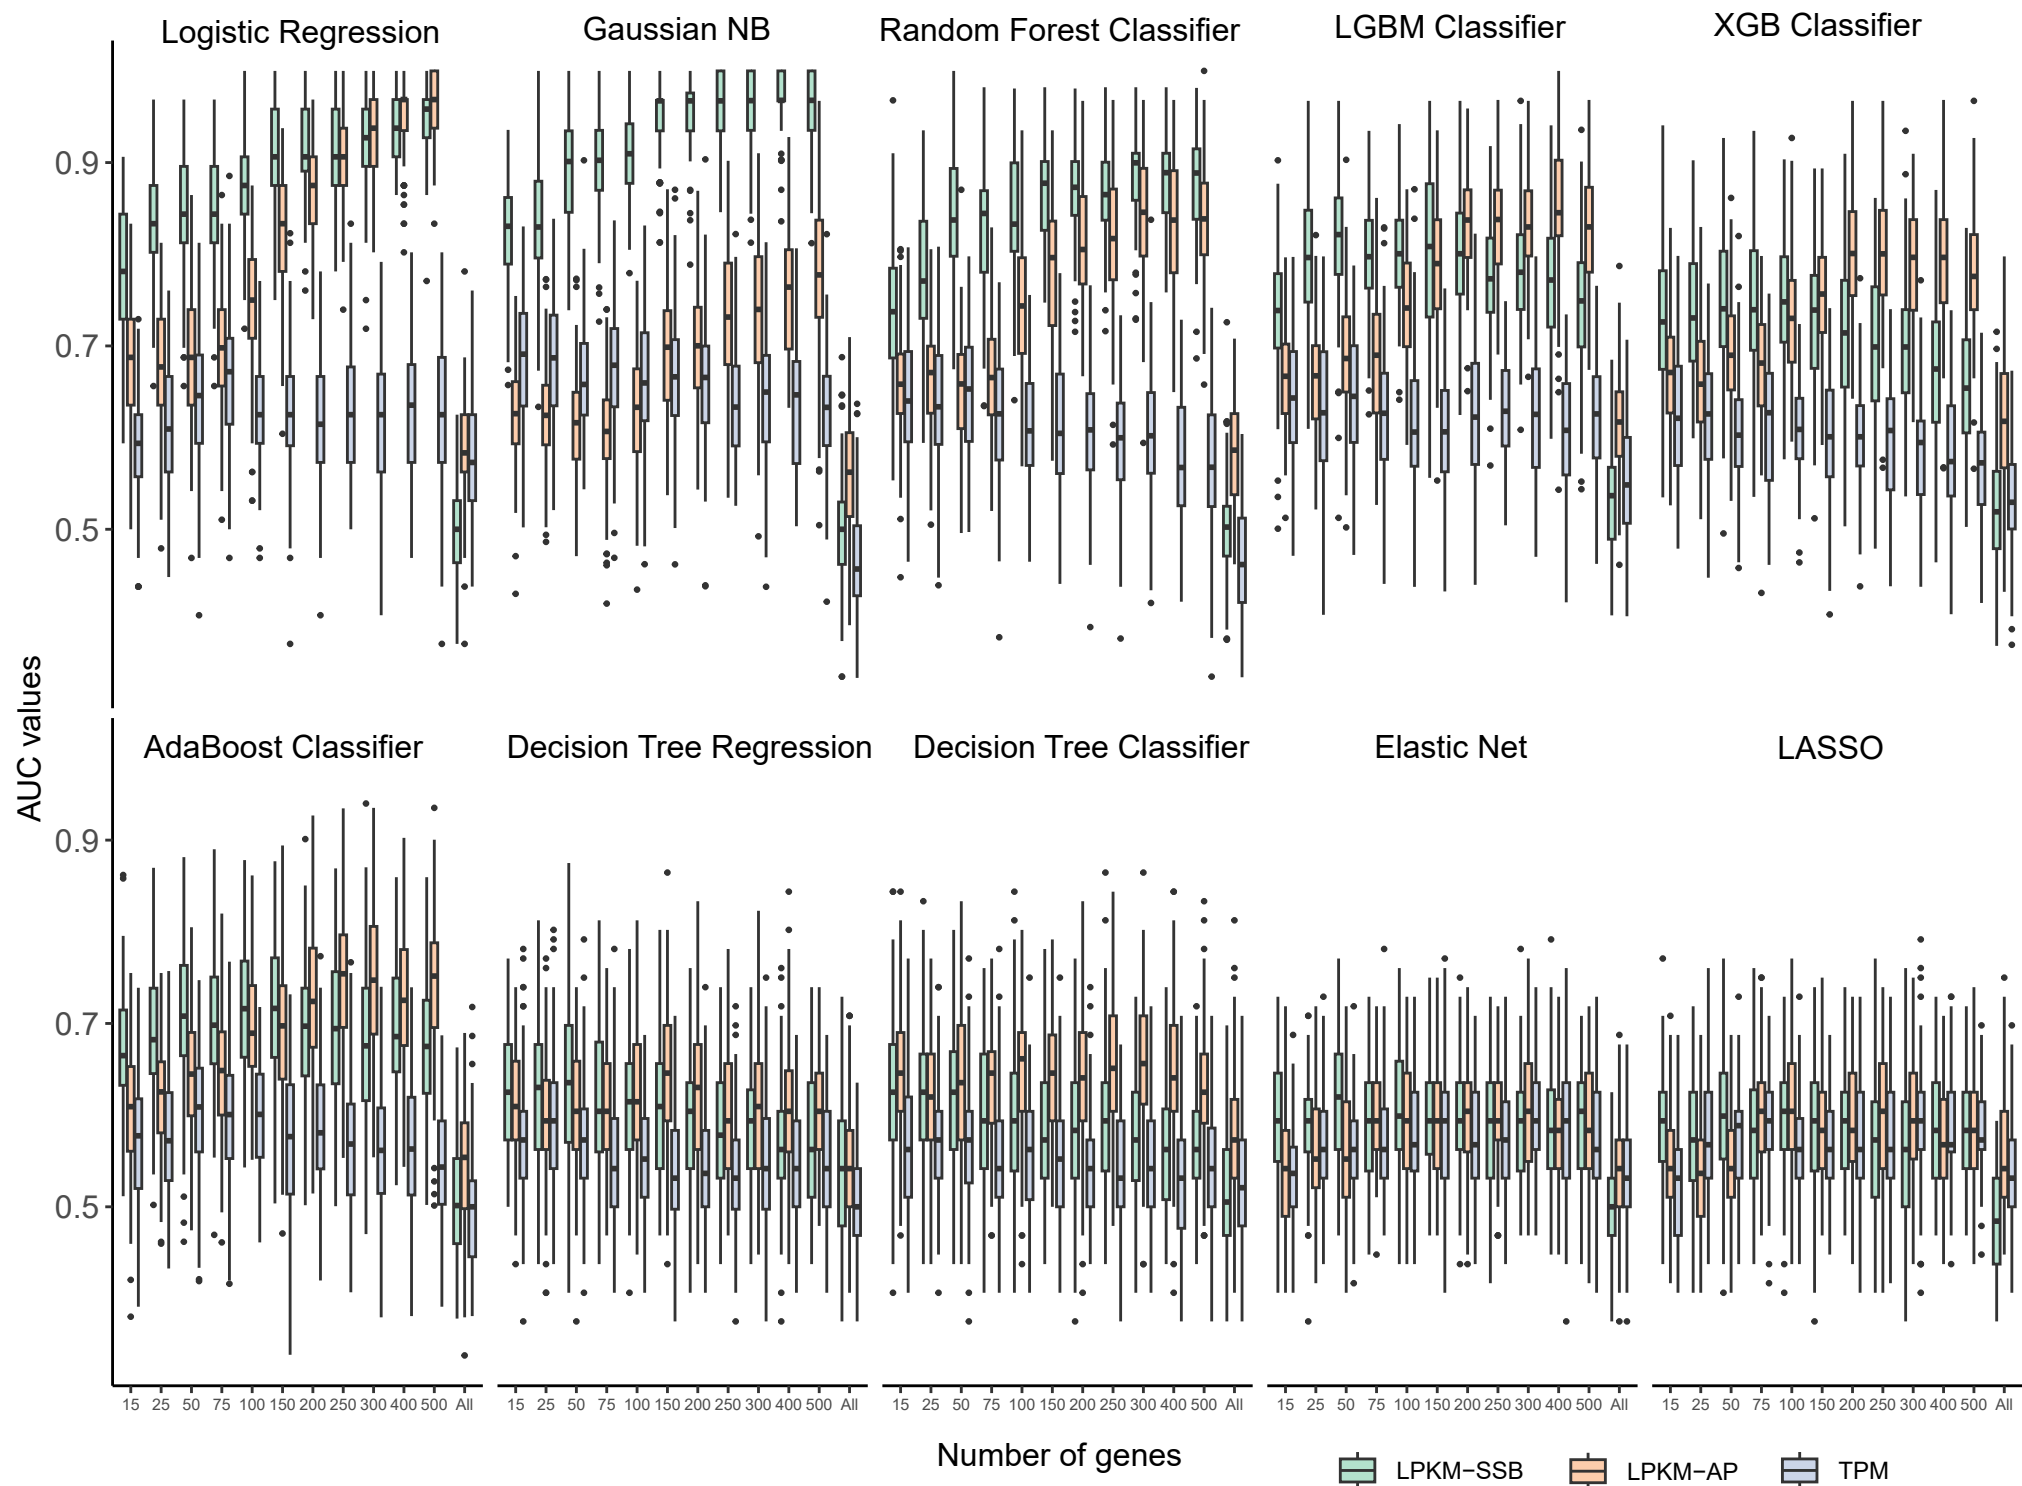

**Supplementary Figure 6. Distribution of the AUC values for age prediction models obtained using the three metrics and DNA damage signal calculated based on whole genes (exons + introns).** Boxplots of the AUC values (Y-axes) of the 100 iterations for each gene set (X-axes) and each metric for each method.

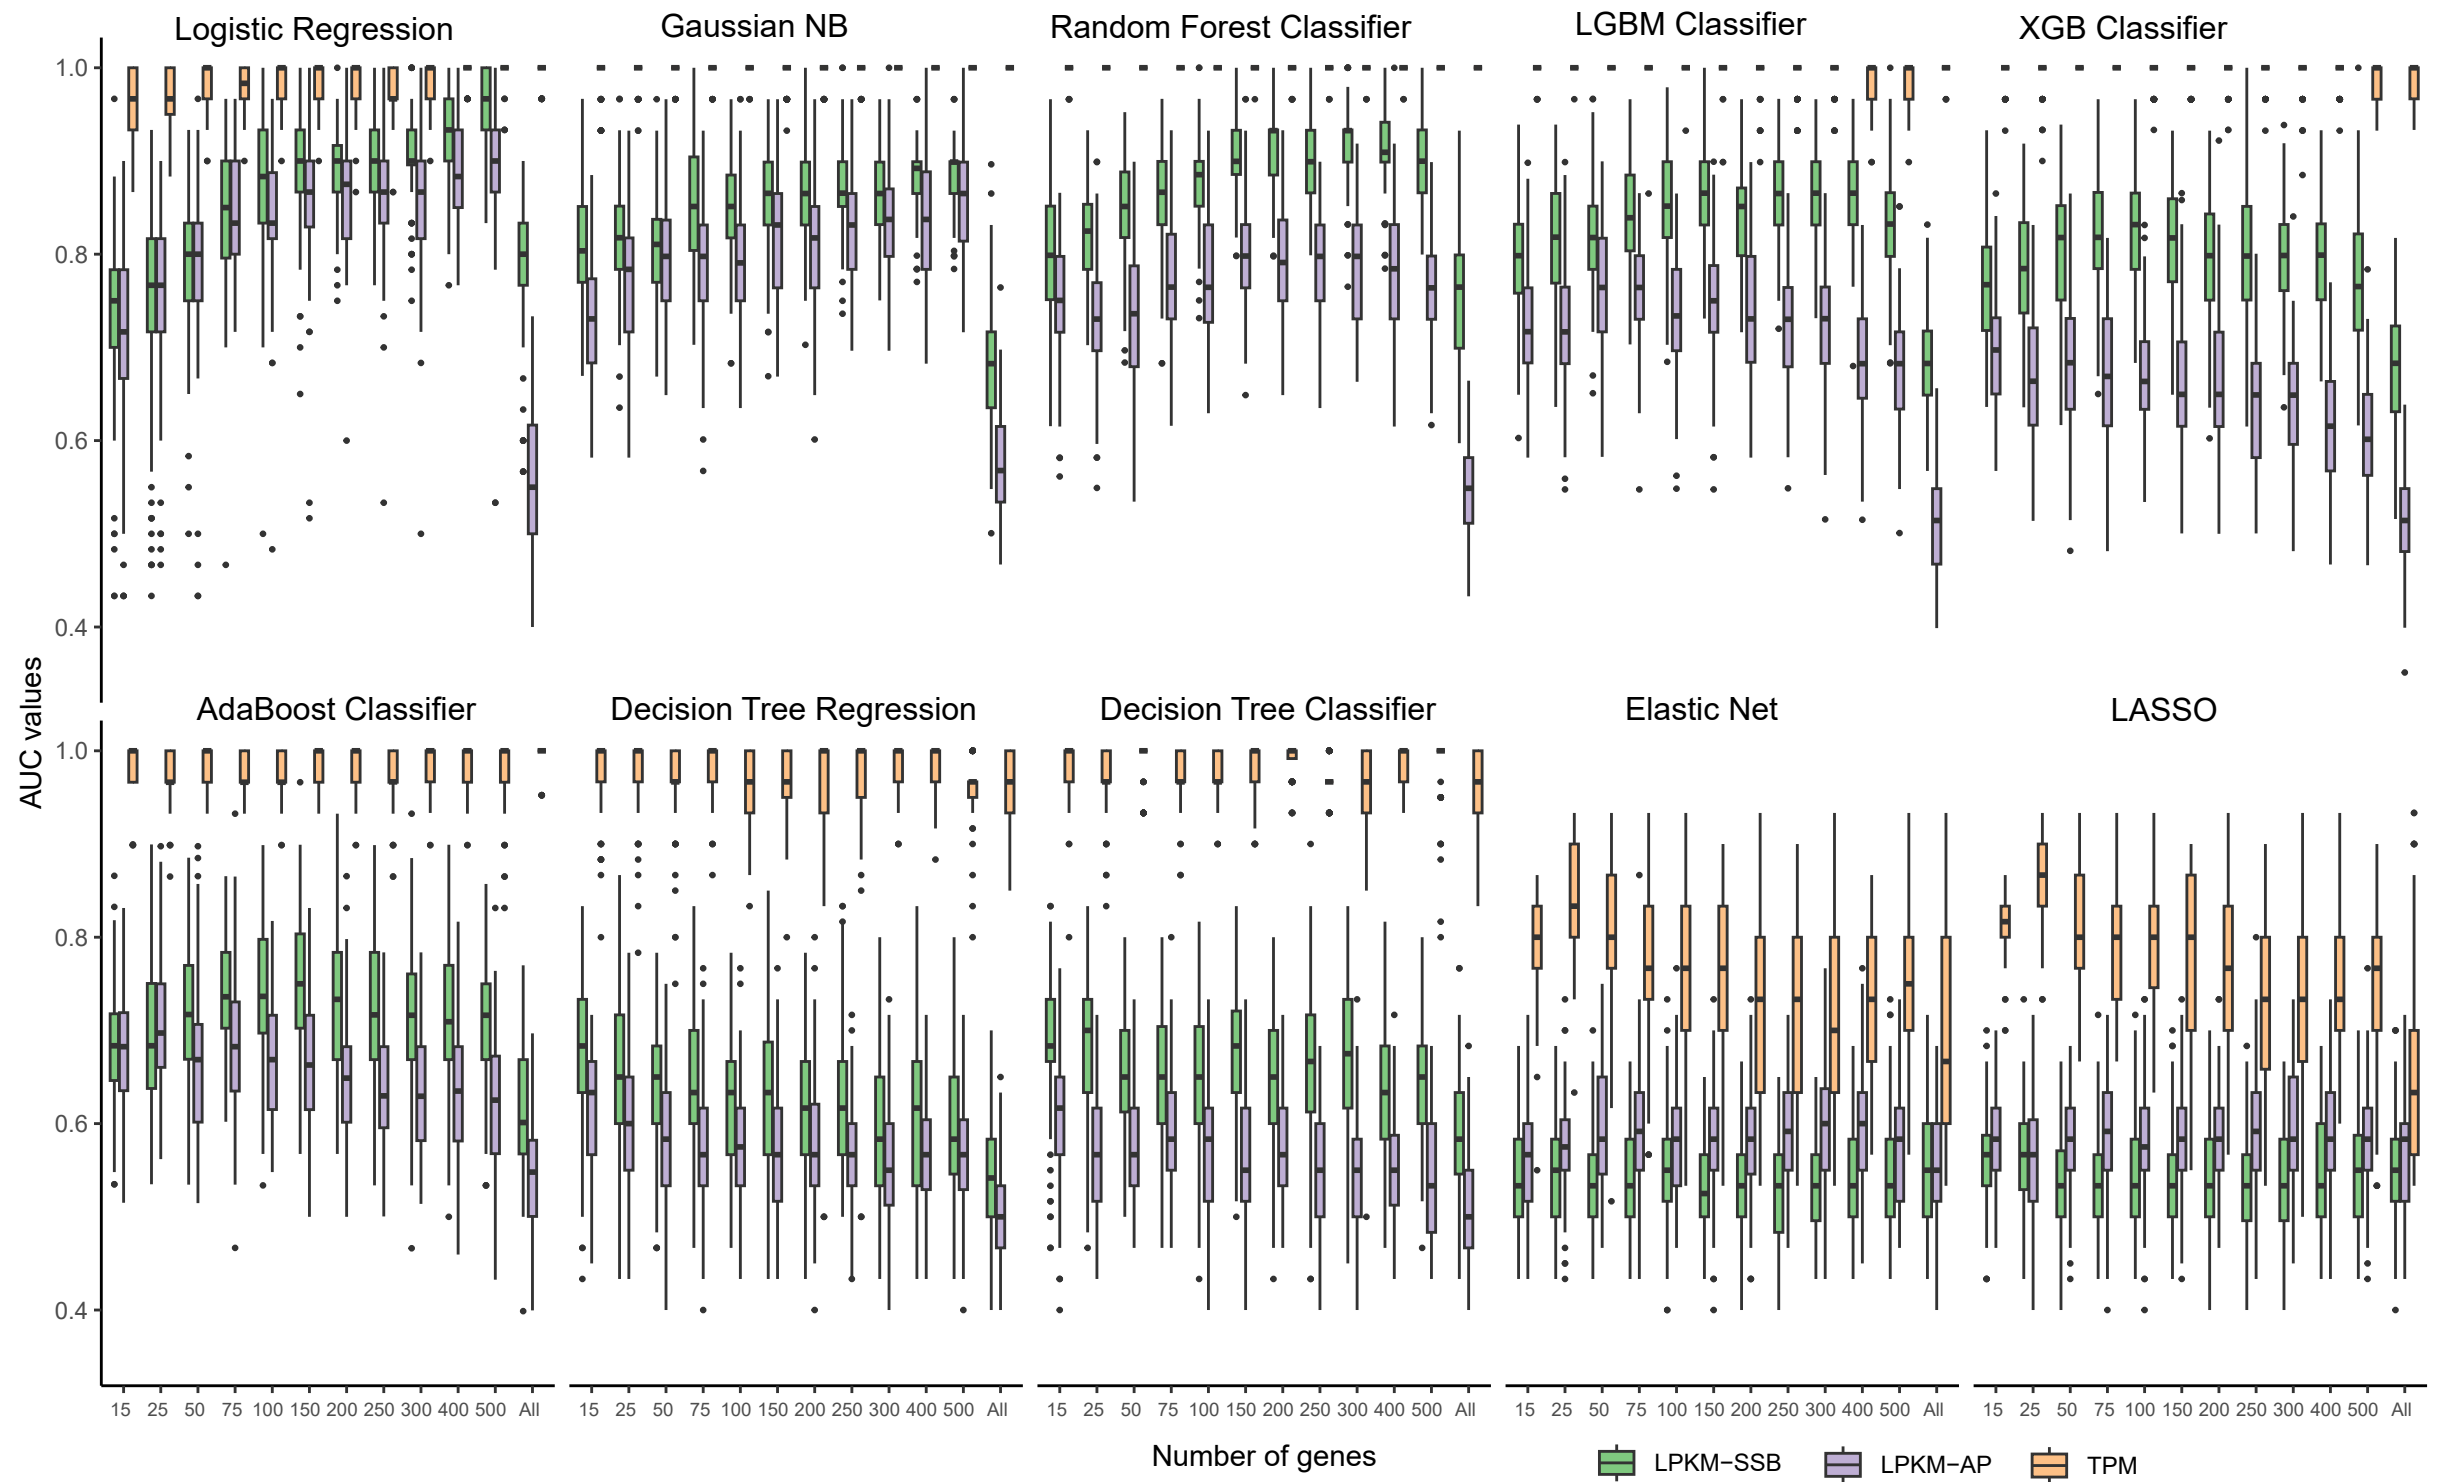

**Supplementary Figure 7. Distribution of the AUC values for tissue prediction models obtained using the three metrics and DNA damage signal calculated based on exons.** Boxplots of the AUC values (Y-axes) of the 100 iterations for each gene set (X-axes) and each metric for each method.

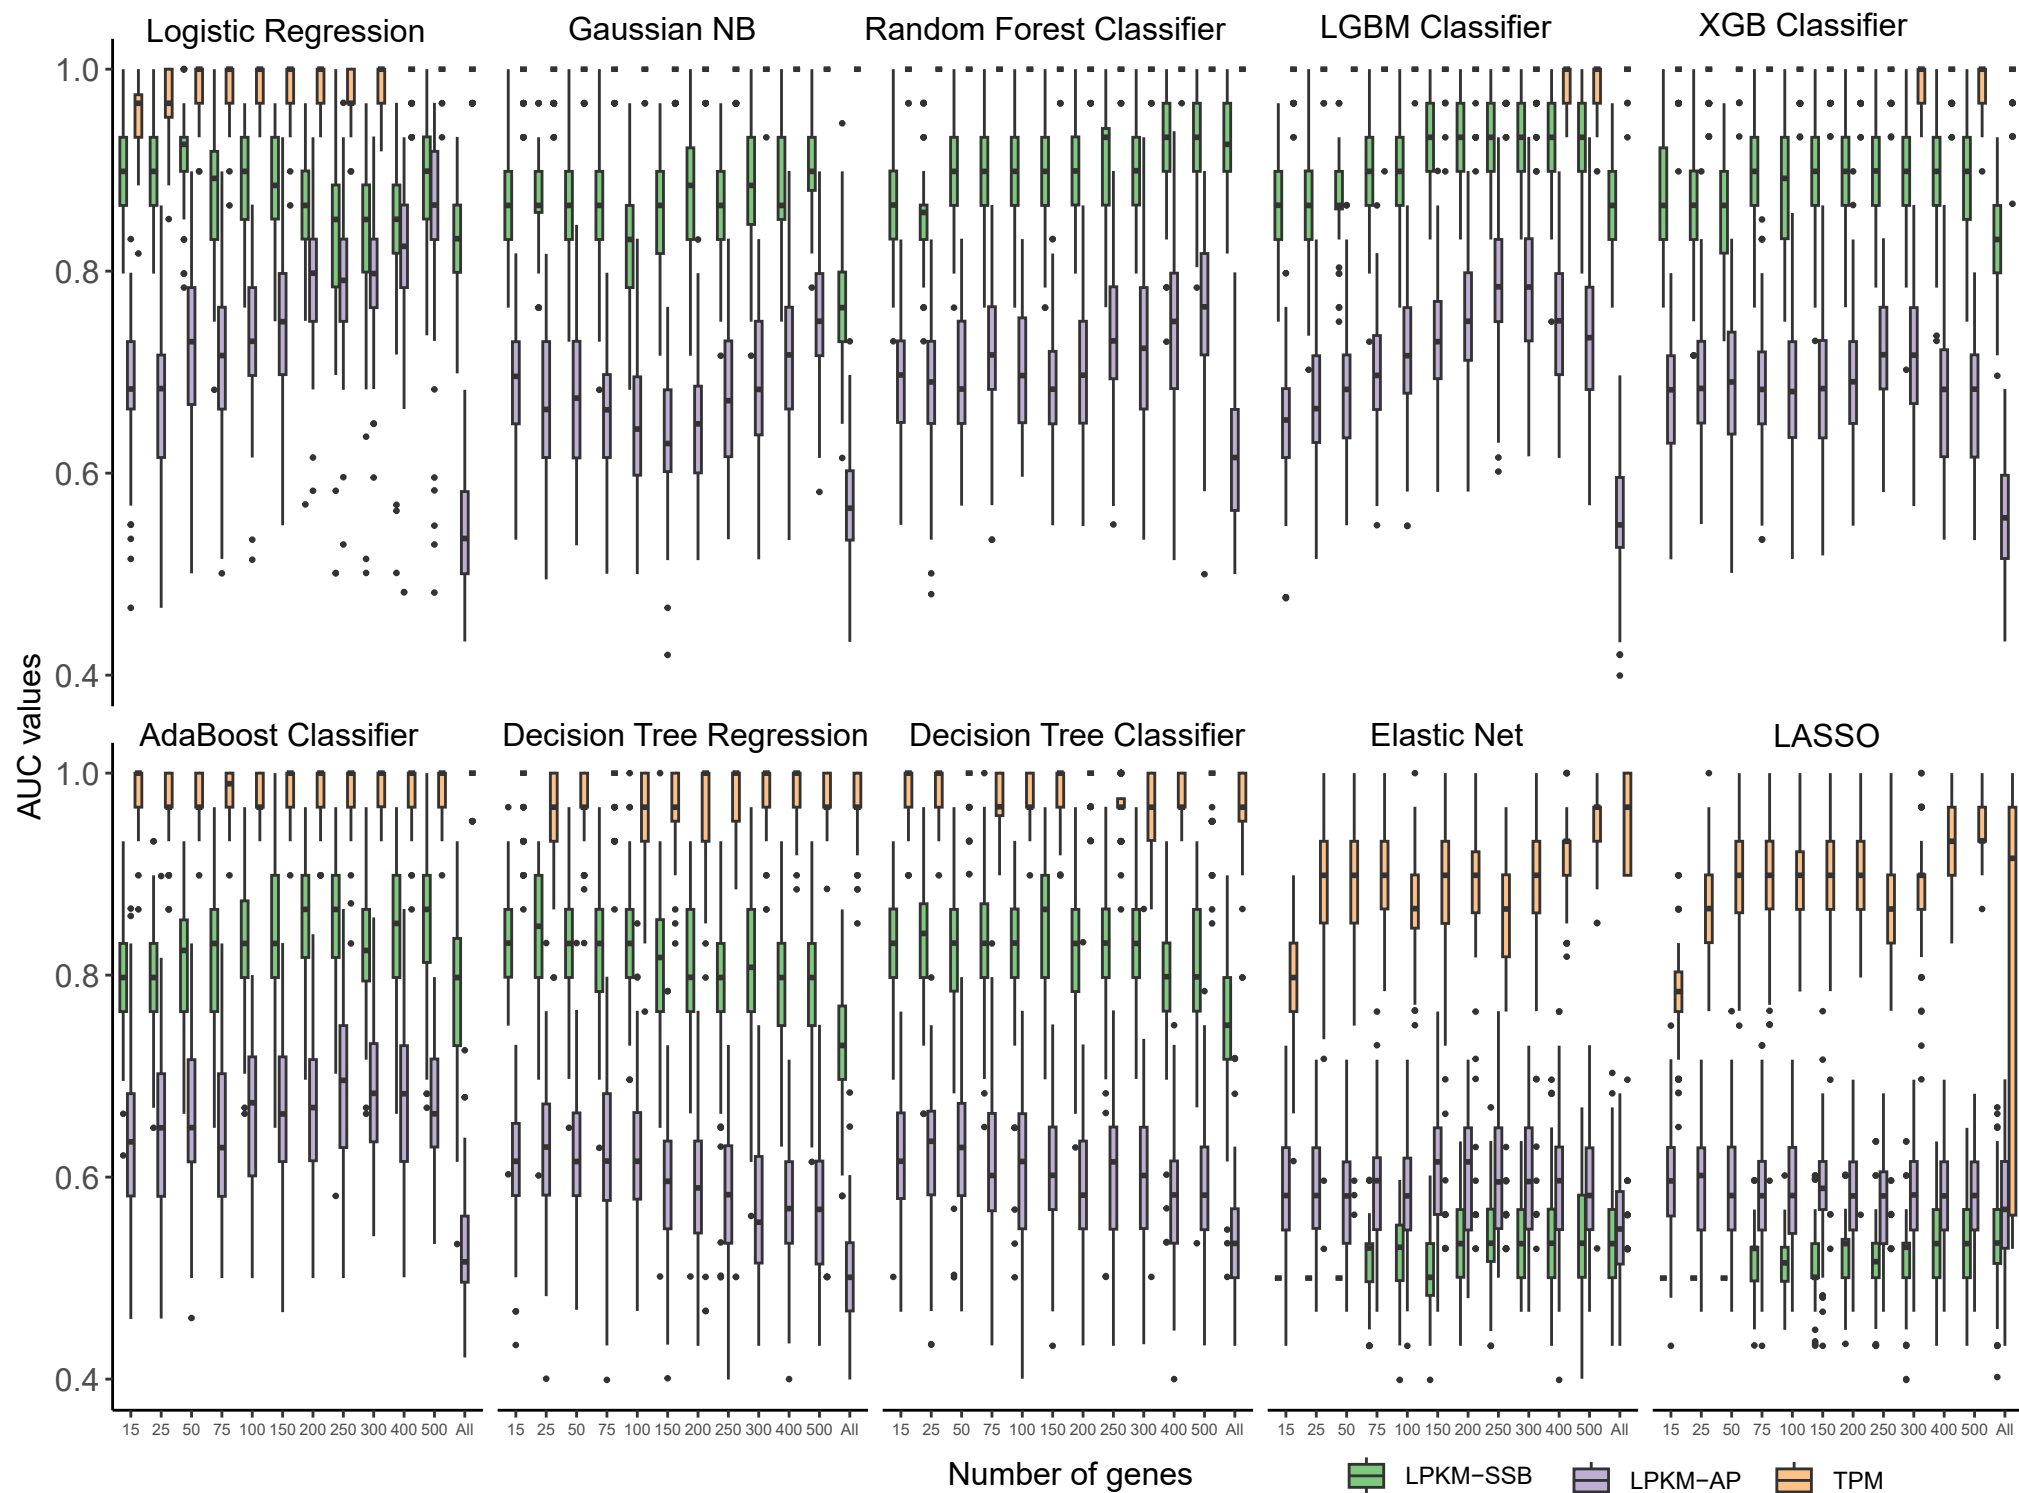

**Supplementary Figure 8. Distribution of the AUC values for tissue prediction models obtained using the three metrics and DNA damage signal calculated based on whole genes (exons + introns).** Boxplots of the AUC values (Y-axes) of the 100 iterations for each gene set (X-axes) and each metric for each method.

How the deposited data were processed for this re-analysis (not part of the article)

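The samples were 6 tissues (bone marrow, brain, heart, liver, PBMCs and sperm) of 24-month-old C57BL/6J mice, with 2 animals per tissue, each profiled for SSBs and for AP sites, which gives 24 libraries. The sample labels gave tissue, age, assay and replicate for all of them. Other ages and RNA profiles were not used here, so no comparison across age and no TPM value was computed.

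The authors deposited 1 list per library of single-nucleotide positions with strand and a raw count at each position, without normalization and without pooling replicates. They made the positions from sequencing reads with their own code; the paper's text does not name the aligner, the filters or the genome build used for these lists. Here the build was settled from the data: the highest positions on each chromosome lie near the last genes of GRCm38, and the density of positions around gene ends was highest at the GRCm38 gene ends themselves. Each position was counted once, as in the paper; the sum of the counts was an alternative.

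The planned main setting counted lesions in exons. The gene annotation used here (RefSeq genes of GRCm38) gives the span of each gene but no exons, so whole genes, which are the paper's other version of the metric, took the place of exons in every result. The exon setting was not run. Positions on either strand were counted for each of 49943 genes on chromosomes 1 to 19, X and Y, and a position within overlapping genes was counted for each of them. LPKM was the number of positions multiplied by 1e+09 and divided by gene length in bp and by all positions of the library. Genes with a nonzero value in at least 20% of the libraries were retained, as in the paper. The depth was 225011 to 1041983 positions for SSBs and 460719 to 963258 for AP sites, with a median of 1 to 3 positions per gene, so that differences in short genes were mostly not detectable at this depth.

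Tissue separation was the mean Spearman correlation of LPKM within tissues minus that between tissues, with a one-sided exact permutation test over all pairings of the 12 libraries; the assays were compared with a two-sided exact sign-flip test over 64 sign patterns. Tissue-associated genes were tested with edgeR 4.0.16 (quasi-likelihood F test over the 6 tissues, TMM, all positions as library size, Benjamini-Hochberg adjustment, threshold 0.05), with limma 3.58.1 on log2(LPKM + 1) and DESeq2 1.42.0 (likelihood ratio test) as alternatives in R 4.3.3. The top 500 genes were chosen by scikit-learn's F-score, and overlaps tested with Fisher's exact test. Logistic regression (at most 10000 iterations), random forest and Gaussian naive Bayes of scikit-learn 1.9.0 left out each library in turn; significance came from 100 label permutations (20 for random forest, 30 for the series of gene numbers). These smaller numbers were chosen for run time. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

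The tests were tested on simulated data. With 200 genes raised 4-fold in a tissue, edgeR recovered 100% of those with a mean of at least 20 positions for SSBs and for AP sites. It recovered 42% and 53.5% of those drawn at any mean. At the higher mean, 3.38% of the calls were false. The SSB genes called in the data had a median ratio of the highest to the lowest tissue of 1.54. Recovery at 4-fold does not give the power at that size, so the 0 genes called for AP sites do not exclude differences of that size. The same dispersion (spread between libraries) was simulated for each assay, while the data gave 0.00135 for SSBs and 0.00346 for AP sites. Simulated libraries without a tissue difference gave a separation with p under 0.05 in 0 of 20 cases for each assay. With 200 genes raised 8-fold in a tissue each, it did so in 0 of 5 cases for SSBs and 1 of 5 for AP sites, so the separation test mostly misses a difference of that kind.

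The genes named were fixed by a rule before the data were examined: the 5 listed first for LPKM-SSB and for LPKM-AP in the tissue columns of the paper's Table S5, and for each metric the 5 genes of smallest adjusted p among those past the threshold. Table S5 was used in part (258 of 500 rows), and no set test was run on it.

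Alternatives set before the data were examined were thinning to equal depth, autosomes only, a nonzero value in at least 80% of the libraries, leaving out tissues or replicates, 100 kb windows, Pearson correlation, other normalization and tests, a replicate block, other sizes of the top set, and the choice of genes on training libraries. Alternatives chosen later were the tissue separation without bone marrow, protein-coding genes only, summed counts, and further settings with 100 kb windows or a random forest. For the tissue separation, sperm was the only whole tissue set beforehand to be left out.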

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

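All tests in this part were chosen after the results had been seen, and 0 of the 96 comparisons of a single tissue with the others passed correction: the smallest exact two-sided p was 0.0152, the smallest that 2 libraries against 10 allow, and the smallest adjusted p 0.145. At an unadjusted p under 0.05 there were 16 comparisons. The smallest adjusted p that these comparisons could give is 0.0909, so none could have passed, and the adjusted values say nothing for or against a pattern.

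The paper reports lesions in genes and does not report shares of chromosomes. In PBMCs, chromosome Y held 0.162% ± 0.0119 of the SSB positions (SD, n = 2), above each of the other 10 SSB libraries, whose mean was 0.106%. It held 0.168% ± 0.00113 of the AP positions, again above the other 10 libraries, whose mean was 0.116%. Each exact two-sided p was 0.0152 (adjusted p 0.145). An excess from the chemistry of a single assay is argued against by the ratios of 1.52 for SSBs and 1.45 for AP sites. A few windows with many positions are argued against by 1 Mb windows with at least 100 positions, of which 19 of 21 for SSBs and 30 of 30 for AP sites were higher in PBMCs. Reads shared between the repeated copies of the long arm, as the whole cause, are argued against by the first 3 Mb of the chromosome, where the ratio was 1.37 for SSBs and 1.53 for AP sites. Copy number of the chromosome in the cells sampled, other properties of the DNA and a difference of the tissue in lesions stay open and were not tested; since SSBs and AP sites were mapped in DNA of the same samples, the assays are not independent evidence.

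A 100 kb window of chromosome 17 (39800001 to 39900000), which holds the ribosomal RNA pseudogene Rn18s-rs5 and the gene AY036118, had 1114 SSB positions per 1000000 in bone marrow (SD 83.8, n = 2), above each of the other 10 libraries, whose mean was 618 (exact two-sided p 0.0152, adjusted p 0.145). The window was chosen after its values were seen, after a gene symbol and then Rn18s-rs5 itself (0 SSB positions and 1 AP position in all libraries) had given too few positions to test. If the copy number of ribosomal DNA were the cause, the AP libraries of bone marrow would be the highest too. They had 397 ± 130 positions per 1000000 (SD, n = 2) against a mean of 293 in the others, and overlapped them. The spread is too large to exclude a rise of the size seen for SSBs under a limit of 2 SD, a rule also set after the values were seen, so copy number and a difference in SSBs cannot be told apart here. Reads shared between copies of the ribosomal DNA were not tested.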

How the results depend on the processing

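The alternatives with separation without bone marrow, protein-coding genes only, summed counts, 100 kb windows for edgeR, thinned windows, windows with genes chosen on training libraries or all windows, and random forest with training-only choice were chosen after the data had been seen. The exon setting was not run, because the annotation used here gives no exons. Unless stated, the cause of a change was not tested.

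The SSB tissue separation (0.0178) kept its sign in all its alternatives, and with all 6 tissues or without sperm passed the exact permutation test in 6 of the 9 that had a test: 0.0101 at equal depth (p = 0.00192), 0.0183 with a nonzero value in at least 80% of the libraries, 0.0118 in 100 kb windows, 0.0112 in thinned windows (each p = 9.62e-05, the smallest possible), 0.0175 with Pearson correlation (p = 0.00308) and 0.0227 in protein-coding genes (p = 0.0129). The largest p was 0.154, without sperm. It was 0.0117 to 0.0232 across the 12 values that each left out 1 replicate. The AP separation passed in 0 of 9 (p 0.0783 to 0.722) and changed sign at equal depth (-0.00155) and with the 80% requirement (-0.000711); leaving out 1 replicate gave -0.000327 to 0.0143. The difference between the assays passed in 0 of 9 (p 0.156 to 0.688). Without bone marrow, the SSB separation passed in the same 6 settings (0.00687 at equal depth, p = 0.0138; 0.0152 with the 80% requirement, 0.00974 in windows and 0.00909 in thinned windows, each p = 0.00106, the smallest that 10 libraries allow; 0.0181 with Pearson correlation, p = 0.00212; 0.0264 in protein-coding genes, p = 0.0159; exact permutation tests) and not in the main setting (0.0195, p = 0.0730). That of AP sites passed in 0 of 9 and was below 0 at equal depth (-0.00263), with the 80% requirement (-0.00239), in windows (-0.00109) and in thinned windows (-0.000681).

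The number of SSB tissue-associated genes (48) fell to 9 at equal depth, 15 with total positions only, 16 with summed counts, 4 with DESeq2, 3 without bone marrow, 18 without brain, 13 without heart, 15 without liver and 7 without sperm; in 100 kb windows it was 122. It was 61 on autosomes only, 66 with the 80% requirement, 66 in protein-coding genes and 48 without PBMCs. At equal depth and without a tissue, fewer data were tested. limma gave 45 genes, of which 0 were among edgeR's 48, and all 45 had a mean under 3 positions. For AP sites the number was 0 except with limma, 53, all with a mean under 3 positions. Of 222 settings of the 15 named genes, 11 lost a call and 0 gained a call. The lost calls include the limma setting of every named gene that edgeR called, which says little about genes of such low LPKM.

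With the replicate number as a block, edgeR called 59 SSB genes, 47 of them among the 48, and 0 AP genes (1118 at an unadjusted p under 0.05). Whether the numbers pair the samples by animal is not settled by the deviations of same-numbered libraries. These correlated above 0.1 in 0 of 15 pairs of tissues for SSBs and in 7 of 15 for AP sites (-0.618 to 0.452). Between the assays they did so in 2 of 6 tissues.

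The numbers retained were 23370 for SSBs with the 80% requirement, and 20486 and 20983 for SSBs and AP sites in protein-coding genes, where fewer genes enter. The overlap of the top sets (6) was 0 for the top 100, 17 for the top 1000, 3 at equal depth and 11 in protein-coding genes; 0 of 9 alternatives had p under 0.05 (0.185 to 1).

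The number of libraries predicted was 12 of 12 for each assay. With genes chosen on the training libraries it was 2 for SSBs and 0 for AP sites, and with all retained genes 2 and 0 (label permutation p = 0.248 and 1). It was 11 for SSBs with random forest, below the permuted mean, and 9 and 8 with naive Bayes. In windows with training-only choice it was 0 and 0. In thinned windows with that choice it was 1 for SSBs (permuted mean 0.02, label permutation p = 0.0297) and 0 for AP sites. It was 0 and 0 with all windows, and 0 and 0 with random forest and training-only choice. Choosing genes on all libraries can give nearly all the predictions by itself. Simulated SSB libraries without a tissue difference gave 11.8 with that choice, and 0.2 with training-only choice. Training-only choice also misses real differences. With 200 simulated genes raised 8-fold in a tissue each, it gave 6.6 for SSBs and 7 for AP sites, against 12 with genes chosen on all libraries. The fall therefore does not measure the effect of the choice alone.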

Differences from the paper's values

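The number of genes with a nonzero LPKM in at least 20% of the samples was 38486 for SSBs against the paper's 13310, and 41374 for AP sites against the paper's 10240. The paper's numbers are for exons and all ages, and those here for whole genes at 24 months. None of the alternatives set before the data were examined closed either gap. In protein-coding genes only, chosen after seeing the values, the numbers were 20486 and 20983, which did not close it.

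The top 500 tissue sets of SSBs and AP sites shared 6 genes here, and about 17 in Fig. 5c, read by eye. These numbers cannot be compared directly. The paper drew its sets over all ages from fewer retained genes, and sets drawn from fewer genes share more by chance. Here 5.58 shared genes were expected by chance, and the paper reports no significant overlap either. Among the alternatives set before the data were examined, only the top 1000 genes reached 17, with 22.9 expected by chance. The top 100, equal depth, autosomes only, the 80% requirement, the sets without sperm and 100 kb windows did not.

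The paper retains more genes for LPKM-SSB than for LPKM-AP, while here more were retained for LPKM-AP, also at equal depth (33991 and 34329). The paper ranks LPKM-SSB above LPKM-AP in Logistic Regression with the top 500 genes, and here each predicted 12 of 12 libraries. With Random Forest Classifier LPKM-AP was higher (12 against 11 libraries), and with Naive Bayes LPKM-SSB (9 against 8). These counts cannot rank the metrics, since permuted labels were predicted about as often with the first of these methods. For LPKM-SSB and LPKM-AP, the permuted means were 11.83 and 11.96 with Logistic Regression and 11.45 and 11.9 with Random Forest Classifier. With Naive Bayes they were 6.24 and 9.91, so the metrics started from unlike levels, and their difference was not tested. The 5 genes listed first for each metric in the paper's Table S5 were not past the edgeR threshold in whole genes; the lowest adjusted p was 0.685.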

Other observations

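In this part, the tests of gene length, libraries of like depth, gene ends and chromosome X and the fits of windows without a tissue were chosen after the results had been seen, as were the 500 kb limit and the choice of bone marrow and sperm as the tissues described; the other tests were set before the results they measure had been seen, on patterns found in these data. The 96 comparisons of a single tissue with the others could not give an adjusted p below 0.0909, so the adjusted values, of which the smallest was 0.145, decide nothing.

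The 48 SSB tissue-associated genes were compared with random arrangements of the 12 libraries into 6 pairs. Of 41 arrangements, the real one included, 1 gave as many genes; the 40 random ones gave a median of 0 and at most 3.

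SSB positions in the 227 protein-coding genes longer than 500 kb made up 6.52% ± 0.215 (SD, n = 2) of the positions in bone marrow, below each of the other 10 libraries (mean 7.45%). In sperm they made up 8.05% ± 0.0376, above each of the others, but kit and tissue are confounded for sperm. Thinning the libraries to equal depth left bone marrow at 6.52%, which decides nothing about depth, since random thinning does not change the share to be found. Depth as the whole cause is argued against by the libraries of other tissues next in depth to those of bone marrow: these held 458672 and 236000 positions with shares of 6.37% and 6.67%, and the next shallower and next deeper libraries of other tissues had shares of at least 7.22%. Gene length was tested 2 times. In the test written down earlier, length as the cause predicted that 100 kb windows called by edgeR would be lowest in bone marrow in at most 1 of 6 cases. That was so: 3 of the 122 called windows were lowest in bone marrow, and 100 were highest there. That test cannot decide, however: in simulated windows without a gene in which bone marrow was lowered by the ratio seen there (0.844), edgeR called 0 of 4140, at a median of 8.58 positions per window, so called windows do not show a deficit spread over many windows. This check was made after both outcomes were known. A replacement test, chosen after that outcome, used windows that hold no gene; length as the cause predicts no lower share there, and bone marrow was the lowest of the SSB libraries at 7.62% ± 0.513 against a mean of 9.03%. This argues against gene length as the whole cause of the lower share; it does not exclude that length contributes to which genes were called. A property of the DNA sample shared by the assays may contribute: the AP libraries of bone marrow were also below each of the others (7.26% ± 0.199 against 7.72%), a smaller shift. After thinning, the AP libraries of bone marrow overlapped the others (mean 7.30% against 7.72%). This decides nothing either, since thinning leaves the share to be found as it is and only makes it less precise. In windows without a gene, however, the AP libraries of bone marrow overlapped the others at full depth (mean 8.25% against 8.90%). A difference of the tissue in SSBs stays open.

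A shared property of the DNA, or a difference common to SSBs and AP sites, is also in line with deviations in 1 Mb windows of the autosomes. The mean correlation of the SSB and AP deviations of the same tissue was 0.172, against -0.0333 for different tissues (one-sided exact permutation test over 720 arrangements, p = 0.0472, across windows, which are not independent). This rests on bone marrow (r = 0.657) and to a lesser degree on sperm (r = 0.259), since the other tissues had r of -0.0149 to 0.0509. Without bone marrow the mean was 0.0755 (exact permutation test over 120 arrangements, p = 0.283), and without sperm 0.155 (p = 0.0667, exact permutation test); leaving out any tissue but liver took the p above 0.05.

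SSB positions were denser within 500 bp of gene ends in bone marrow, at 2.26 ± 0.127 (SD, n = 2) times the density 100 kb away, against a mean of 1.80 in the other libraries (exact two-sided p 0.0152, adjusted p 0.145). Copy number, or a quality of the DNA that acts on the assays alike, would raise the AP libraries of bone marrow too. These had 1.59 against 1.54, with 2 SD above their mean below the rise seen for SSBs. That rule was set after the values were seen, and the SD (0.00204) comes from 2 libraries. The AP libraries cannot judge a quality of the DNA that acts on SSBs alone. It stays open, as do a difference of bone marrow in SSBs at gene ends and a technical difference between the SSB libraries of bone marrow and the rest. On chromosome X, sperm had 1.35% of the SSB positions against 1.76% in the others (exact two-sided p 0.0152, adjusted p 0.145) but 1.66% of the AP positions against 1.66%. Sperm DNA was extracted with another kit, so that the kit and the tissue are confounded; no explanation was tested for this value.

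The prediction of 12 of 12 libraries with 500 genes chosen on all libraries may come from that choice alone. Simulated SSB libraries without a tissue difference were predicted in 11.8 of 12 cases on average, and with genes chosen on the training libraries in 0.2. The SSB libraries themselves gave 2 with that choice for 500 genes (permuted mean 0.07, label permutation p = 0.0198). They gave 1 for 200, 300 and 400 genes, where permuted labels had a mean and maximum of 0 in 30 draws. For 25 genes they gave 1 (permuted mean 0.133), and for 15, 50 and 100 genes 0. With all retained genes they gave 2 (permuted mean 1.1, label permutation p = 0.248). Whether the SSB libraries carry information on the tissue is thus not settled by these values. This applies to 2 libraries per tissue and was not tested for the paper's larger set.

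Exact nucleotides and strands recurred between libraries more often than an even spread gives. SSB libraries of the same tissue shared 15.9 times as many as an even spread, and those of different tissues 12.4 times (one-sided exact permutation test over all pairings, p = 9.62e-05, the smallest possible). The gap was largest in PBMCs (21.2 against 12.6) and bone marrow (20.5 against 13.4). It was smallest in brain (12.6 against 12.0) and heart (12.3 against 11.7), with liver and sperm between. For AP sites the means were 19.7 and 19.5 (exact permutation test, p = 0.223). Regional clustering as the whole cause is argued against by a shift of the positions of a library by 100 bases, after which the SSB value was 2.98. Between SSB and AP libraries it was 5.97. Preferred sequences of the assays, reads mapped to repeats and sites that break recurrently stay open and were not tested.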
